# Integration of Transcriptomics, Proteomics, and MicroRNA Analyses Reveals Novel MicroRNA Regulation of Targets in the Mammalian Inner Ear

**DOI:** 10.1371/journal.pone.0018195

**Published:** 2011-04-05

**Authors:** Tal Elkan-Miller, Igor Ulitsky, Ronna Hertzano, Anya Rudnicki, Amiel A. Dror, Danielle R. Lenz, Ran Elkon, Martin Irmler, Johannes Beckers, Ron Shamir, Karen B. Avraham

## Abstract

We have employed a novel approach for the identification of functionally important microRNA (miRNA)-target interactions, integrating miRNA, transcriptome and proteome profiles and advanced *in silico* analysis using the FAME algorithm. Since miRNAs play a crucial role in the inner ear, demonstrated by the discovery of mutations in a miRNA leading to human and mouse deafness, we applied this approach to microdissected auditory and vestibular sensory epithelia. We detected the expression of 157 miRNAs in the inner ear sensory epithelia, with 53 miRNAs differentially expressed between the cochlea and vestibule. Functionally important miRNAs were determined by searching for enriched or depleted targets in the transcript and protein datasets with an expression consistent with the dogma of miRNA regulation. Importantly, quite a few of the targets were detected only in the protein datasets, attributable to regulation by translational suppression. We identified and experimentally validated the regulation of PSIP1-P75, a transcriptional co-activator previously unknown in the inner ear, by miR-135b, in vestibular hair cells. Our findings suggest that miR-135b serves as a cellular effector, involved in regulating some of the differences between the cochlear and vestibular hair cells.

## Introduction

MicroRNAs (miRNAs) are small (17–24 nucleotide-long) non-coding RNAs processed from the transcripts of endogenous genes that function through the RNA interference (RNAi) pathway [1]. Specifically, by binding to sequences in the 3′ untranslated region (UTR) of genes, a miRNA can inhibit target mRNAs. Inhibition occurs either by translational suppression and mRNA destabilization of mRNAs with imperfect complementary sequences, common in mammals, or by cleavage of mRNAs with a perfect match to their sequence, common in plants [2], [3]. In the former, it is believed that conserved pairing to the 5′ region of the miRNA centers on nucleotides 2–7, named the "seed", is important for miRNA target recognition [2]. To date, approximately 200 broad evolutionarily conserved miRNA families and hundreds of additional poorly conserved miRNAs have been identified in mammals [4]. It has been estimated that approximately two thirds of all human protein-coding genes are conserved targets of miRNAs [5]; hence, miRNAs provide a widespread mechanism for posttranscriptional control of gene expression. miRNAs have been implicated in multiple biological processes, including development and differentiation, proliferation, oncogenesis, inflammation, hematopoiesis, and angiogenesis [6]–[10]. Recently, a mutation in miR-96 was found to underlie hereditary hearing loss in humans [11] and mice [12]. To date, this is the only reported example of a miRNA mutation causing a Mendelian disease.

The classical approach to understanding biological roles of miRNAs has been to identify their targets and study their function in the relevant system. However, methods for predicting miRNA targets have proved to be a major barrier in the field, mainly due to the incomplete understanding of miRNA target gene binding interaction. While computational target prediction algorithms provide large lists of proposed miRNA targets, a relatively limited number have been validated. To improve the likelihood of identifying biologically relevant targets, studies often utilize microarray analysis to determine the expression profiles of miRNAs and their predicted target mRNAs (e.g. [8], [13], [14]). Although recent studies demonstrate that repression of proteins is frequently mirrored by decreased transcript levels of miRNA targets [15]–[17], examples where translational repression is the major component of silencing have been identified as well [17]–[19]. Therefore, studying both the mRNA and protein levels provides the most informative view of miRNA regulation and their functional roles in particular tissues or organs.

The mammalian inner ear is composed of the auditory system (cochlea) and the balance system (vestibule). The sensory organs of these systems are specialized epithelia comprised of hair cells and supporting cells. While the cochlea consists of a single sensory organ the vestibule consists of five sensory patches, three at the end of the semicircular canals that sense rotational movement, and the saccule and utricle that sense linear acceleration. Sound, movement and acceleration cause deflection of hair cell apical projections, named stereocilia, located at the luminal surface of the epithelium. This results in an influx of positively charged ions into the cells, creating a graded receptor potential that causes release of a neurotransmitter and stimulates an action potential in the postsynaptic neurons to propagate the signal to the central nervous system [20]. Thus the peripheral auditory and vestibular systems have multiple similarities, with some striking differences in the composition of accessory structures, support cells and hair cell fine structure [21]. Therefore, comparative analysis of the miRNAs expressed in these two systems is likely to identify tissue-specific key regulators of post-transcriptional control of gene expression.

In this study, we identify functionally important miRNA-target pairs in the mammalian inner ear through an *in silico* prediction model that integrates miRNA, mRNA and protein expression. Our approach addresses specific characteristics of miRNA regulation including the number of miRNAs regulating each target, the number of target sites within the target gene 3′ UTR, the 3′ UTR length and the biological context of the regulation. We examined the differential expression landscapes of miRNAs, mRNAs, and proteins in the mouse postnatal day 2 (P2) inner ear cochlear and vestibular sensory epithelia, with its underlying mesenchyme. Thus, we present a comprehensive expression profile of the sensory organs of the inner ear. We found significant enrichment and depletion of targets for 13 and 20 miRNA families, respectively, in the differentially expressed mRNA and protein sets. In nine of the interactions, the miRNA was differentially expressed between the two tissues. Notably, for five of these interactions, the targets were identified only in the protein expression sets. Six miRNA families appear to be functionally important in the inner ear, as demonstrated by the enrichment or depletion of their predicted targets and correlated change in tissue-specific expression. For two miRNAs, miR-135b and miR-205, we localized their cell specific expression in the inner ear using *in situ* hybridization. Furthermore, we demonstrated the translational regulation of PC4 and SFRS1 interacting protein 1 (PSIP1), a transcriptional coactivator previously unknown to function in the inner ear, by miR-135b. Our approach represents a generalizable strategy that can be extended to functional studies of miRNAs in organs or tissues of interest.

## Results

### Identification of miRNAs expressed in the cochlear and vestibular sensory organs

To specifically evaluate miRNA expression profiles from mouse cochlear and vestibular sensory epithelia, the mercury LNA™ miRNA array platform was utilized. This array platform contains quadruplicate probes for 568 miRNAs; of these, 341 are known in mouse and 447 are known in human, with an overlap of 220 miRNAs between the two species.

After filtering out signals of low intensity, 157 miRNAs were detected in one or both tissues (see Methods). Of these, 138 miRNAs were found to be expressed in the cochlea, 146 miRNAs in the vestibule, and 127 in both organ systems (Table S1). Importantly, well established tissue-specific miRNAs, which are not expected to be expressed in the inner ear, such as mir-1/206, mir-155, mir-122 and mir-375, were not detected in either organ by our microarray analysis. Moreover, well characterized inner ear miRNAs, such as the three members of the miR-183/96/182 cluster were detected in both tissues.

We identified 52 miRNAs as being differentially expressed between cochlear and vestibular sensory epithelia with a fold change of at least 1.25 and *P*<0.05 (n = 3, see Methods). Of these, 31 were up-regulated in the vestibule and 21 in the cochlea (Figure 1A). Many of these differentially expressed miRNA genes are clustered together in the mouse genome (Figure 1B). These include the mir-183/96/182 cluster that had a higher expression in the vestibule (fold change of 1.4–1.5) as well as two members of each of the mir-17/92 and mir-106a/363 clusters, which had a higher expression in the cochlea. Interestingly, we found that eight of the miRNAs preferentially expressed in the vestibule were located in the large miRNA cluster on chromosome 12qF1, which contains 55 miRNAs mostly of unknown function [22]. Only one miRNA from this cluster had a higher expression in the cochlea (miR-377).

**Figure 1:**
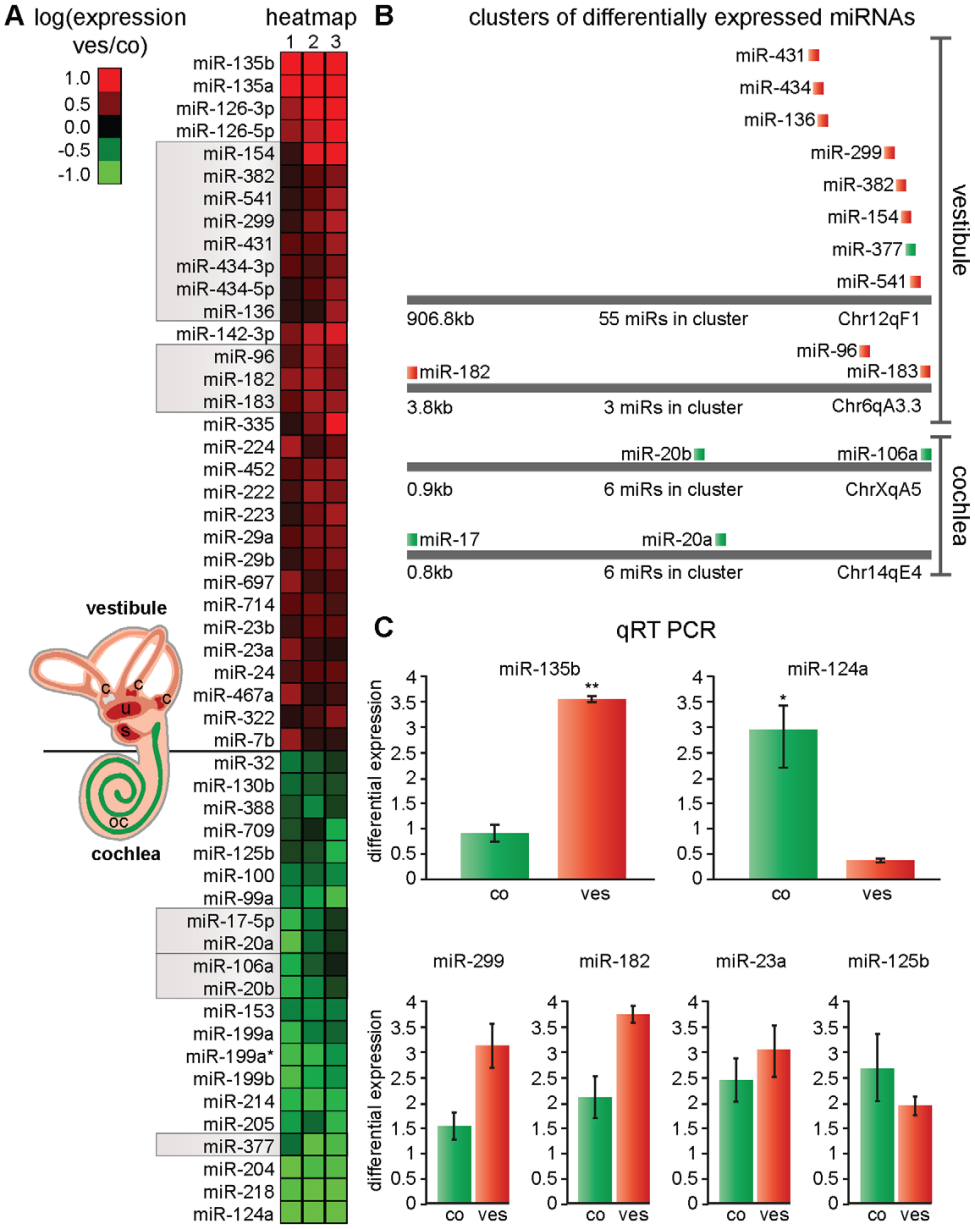
Differential miRNA expression profile in the cochlear and vestibular sensory epithelia. (**A**) Heat map representation of the 52 differentially expressed miRNAs between the P2 cochlear and vestibular sensory epithelia (fold change of at least 1.25 and *P*<0.05). The log_2_ of the ratio between the expression in the vestibular epithelial and the cochlea is shown. Results were averaged for three independent experiments, designated by three columns, each with two technical replicates. miRNAs shown in figure 1B are labeled by a grey box. (**B**) miRNA clusters differentially expressed in the studied tissues. miRNAs up-regulated in vestibule are marked in red and those up-regulated in cochlea are marked in green. Other miRNAs in the same clusters are not shown. miR-377 is the only member of the large miRNA cluster on chromosome 12qF1 significantly up-regulated in the cochlea. (**C**) qRT-PCR analysis of selected miRNAs. miR-135b and miR-124a, the miRNAs with the highest differential expression in the array, exhibited significant differential expression between the cochlear and vestibular sensory epithelia in the validation (4-fold and 8-fold, respectively). n = 3; (*) *P*<0.05, (**) *P*<0.005 versus the other tissue. miR-299, miR-182, miR-23a and miR-125b are representative of varying degrees of differential expression in the array. All PCR results were consistent with the array results. n = 3. Abbreviations: co-cochlea; ves-vestibule; oc-organ of Corti; s-saccule; u-utricle; c-cristea.

The differentially expressed miRNAs include four pairs of mature miRNAs derived from the same pre-miRNA hairpin (miR-467a and miR-467a*, miR-434-5p and miR-434-3p, miR-199a and miR-199a*, miR-126-3p and miR-126-5p). As expected, miRNAs derived from the same hairpin were expressed at a similar level in the same tissue.

The miRNAs with the greatest differential expression were miR-135b (expressed 2.5 times higher in the vestibule) and miR-124a (expressed 4 times higher in the cochlea). Their expression was confirmed (*P<*0.05) using quantitative real-time RT-PCR (qRT-PCR). miR-135b was up-regulated 4-fold in the vestibule and miR-124a was up-regulated 8-fold in the cochlea (Figure 1C). Four additional miRNAs, miR-299, miR-182, miR-23a and miR-125b, representing varying degrees of differential expression were validated using qRT-PCR. In all cases the PCR analysis was consistent with results of the microarray analysis (Figure 1C). These results, together with the concordant expression changes identified in miRNAs located in the same genomic cluster, belonging to the same sequence similarity group, and originating from the same hairpin, supports the validity of the above mentioned miRNA array analysis.

### mRNA and protein profiling in the cochlear and vestibular sensory organs

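Transcripts of cochlear and vestibular sensory epithelia from wild type C3H mice at postnatal day 2 were measured on 6 Affymetrix arrays, 3 of cochlea and 3 of vestibule. On these short-oligonucleotide arrays a gene is read by 1 or more probe sets. The vestibular pools joined the saccule, the utricle and the lateral and anterior cristae, and both tissues were dissected with their underlying mesenchyme and attached neurons, so that each array read a mixture of cell types. The paper describes 3 pools of each tissue, with 10 to 12 inner ears per pool, and 3 biological experiments with 3 replicates each. Which pool each array read is not given in the sources used here, and the p-values measure the spread between these arrays, which may be partly technical. The authors computed log2 expression values by the robust multiarray average (RMA) method with quantile normalization, and the deposited values carry 1 decimal. The median log2 value was 5.6 to 5.7 on each array. The paper kept the probe sets with a Present call, a step that needs probe-level values not used here. In its place, after 64 control probe sets were left out, the 29636 probe sets with the highest mean log2 value were tested, which is the number the paper kept. Each probe set was fitted with limma (lmFit and eBayes, two-sided) and called at the thresholds of the paper, a Benjamini-Hochberg adjusted p under 0.1 and a fold of at least 1.3. The paper's text does not name its test for these arrays. The value of a gene is that of its brightest probe set, and differences are log2 values of vestibule minus cochlea, so that a negative value stands for a gene higher in the cochlea. The tests, the thresholds and 24 gene lists were fixed before the data were examined, but Tables S2 to S4, which the paper made in part from these arrays, had been seen, so the lists were not chosen blind to them. Lists were tested with camera of limma at a preset correlation of 0.01, adjusted over the 24 lists, with a threshold of 0.05. Each list was tested again with its correlation estimated from the arrays, and for each list past the test this gave the highest adjusted p over its 18 alternatives. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.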

As miRNAs target mRNA stability and translation, we utilized Affymetrix GeneChip® MOE 430 2.0 arrays and mass spectrometry to identify transcript expression and protein levels, respectively in cochlear and vestibular sensory epithelia from P2 mice. Although in some cases miRNAs were shown to repress expression of their targets by 50% or more, recent studies, that identified miRNA targets on a genomic scale, demonstrated that individual miRNAs commonly repressed targets to only a modest degree in the range of 20%–50% [15]. As one of the major goals of our study is to correlate between miRNA and target transcript expression, we therefore used a cutoff of at least 30% difference in our expression analysis and a FDR of 10% using the Benjamini-Hochberg correction for multiple testing. We identified 1,365 genes with greater expression in the vestibular system and 488 with greater expression in the cochlea (FDR<0.1 and fold-change of at least 1.3, Table S2).

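Epyc, which encodes the small proteoglycan epiphycan, was the gene with the largest difference towards the cochlea among the genes whose arrays did not overlap. Its log2 level was 13.80 ± 0.26 (SD, n = 3 arrays) in the cochlea and 7.47 ± 0.21 (SD, n = 3) in the vestibule, a log2 difference of -6.33 (standard error 0.17, limma adjusted p = 5.3e-07). The retinoic acid binding protein gene Crabp1 followed at -6.00 (standard error 0.28) and Calb1, which encodes the calcium buffer calbindin, at -5.20 (standard error 0.12). Crabp1 read 4.30 in the vestibule, below 4.68, the lowest mean log2 value the filter kept. Its difference may be understated, so its order against Epyc is open. The transcription factor gene Gata3 stood at -4.47 (standard error 0.20), the adhesion receptor gene Adgrg2 at -4.70, the collagen hydroxylase gene P4ha2 at -4.40 and the cadherin gene Cdh6 at -4.10. Towards the vestibule the largest differences were those of Tnfaip2 and Vnn1, at 5.07 each, Cib3, which encodes a calcium and integrin binding protein, at 5.00, Sfrp5, a secreted Wnt antagonist, at 4.97, and Rbp4, which carries retinol, at 4.93. The collagenase gene Mmp13 stood at 4.73. In the cochlea Mmp13 read 4.23 and Cib3 4.77, below or near the filter's 4.68. The differences of both may be understated, so the order among these genes is not exact. With the mean of its probe sets Tnfaip2 stood at 3.0 and Sfrp5 at 3.28. Kcne1, a potassium channel subunit needed for the secretion of endolymph, rose from 5.13 ± 0.90 (SD, n = 3) in the cochlea to 9.70 ± 0.17 (SD, n = 3) in the vestibule, a difference of 4.57 (standard error 0.37, limma adjusted p = 6.8e-05). Spink5 and Ibsp varied more between arrays, with a standard error of 0.63 for Spink5 at -4.07 and of 0.64 for Ibsp at 4.40. In all, 3563 probe sets were higher in the vestibule and 2184 in the cochlea, so that 62.0% of the called probe sets were higher in the vestibule. They named 2469 genes higher in the vestibule and 1366 higher in the cochlea, of which 13 had probe sets called both ways, while 329 and 407 called probe sets carried no single gene name. Without vestibule replicate 1 the probe sets numbered 2359 and 1415, and the genes 1697 and 918. For 32.3% of the 14184 genes tested, all 3 arrays of one tissue lay above all 3 of the other, against 10% by chance.

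**Figure D1:**
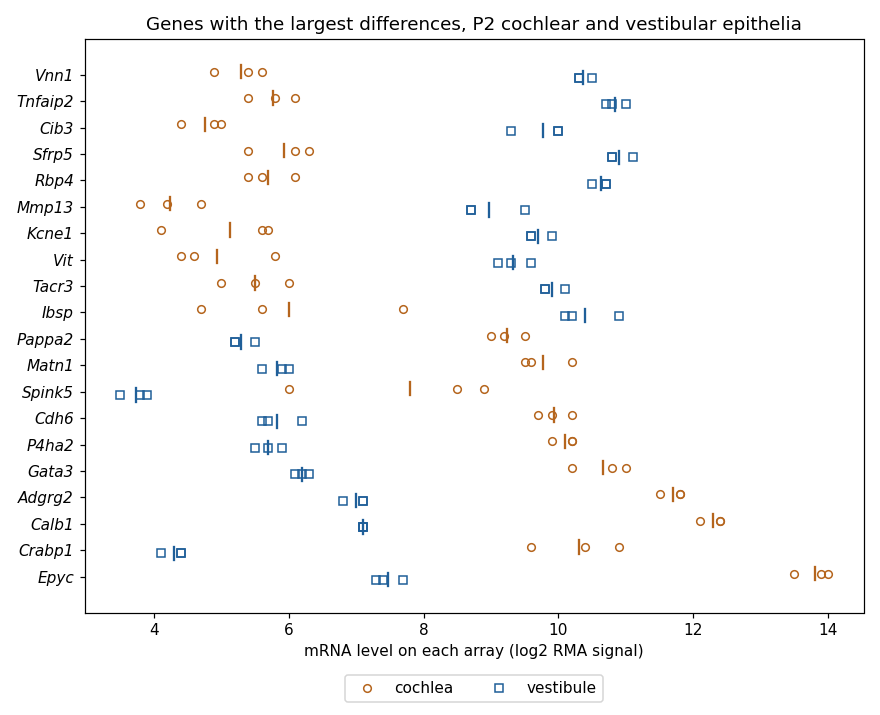
Log2 expression level of the 10 genes with the largest difference in each direction, 1 point for each of the 3 arrays of cochlea and the 3 of vestibule, with bars at the means. The genes were taken from called genes whose arrays do not overlap, so the points of the 2 tissues lie apart by selection. The points of Spink5 and Ibsp spread the most, by up to 1.57 (SD) for Spink5 in the cochlea.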

In order to functionally characterize transcripts that are differentially expressed between the two tissues, we searched for enrichment of Gene Ontology (GO) ‘biological process’ annotations (see Methods). Table S3 lists the GO biological process annotations enriched at FDR<0.05 for each gene set. Both the cochlear and vestibular gene sets were significantly enriched for many developmental, morphogenesis and differentiation-related GO terms.

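Of the 79 genes in the 9 vestibular terms of Table S3 whose gene lists are complete, 76 were measured. Of these, 70 were higher in the vestibule and none in the cochlea in limma (73 and 0 at an unadjusted p under 0.05, 66 and 0 by the t-test). All 12 measured genes of inner ear morphogenesis and 35 of 38 of blood vessel development were among them. Of the 114 listed for the cochlea 103 were measured, 91 were higher in the cochlea, 2 in the vestibule and 10 did not pass, with 16 of 17 genes of axonogenesis higher in the cochlea. The copy of Table S3 used here shortens the gene lists of 7 of the 16 vestibular and 3 of the 39 cochlear terms. The shortened terms were left out, so that the 114 cochlear genes are those of the 36 complete terms. The study chose these genes on these arrays, so that their counts are not independent evidence of direction. Endothelial genes were higher in the vestibule for 14 of 19 members, with the VEGF receptor gene Kdr at 2.97, Sox17 at 1.90, Cdh5 at 1.80 and Cldn5 at 1.73; Emcn, named after its value was seen, was higher in the cochlea at -1.57 and 4 did not pass. The set test gave 9.8e-07 for this list, 15 and 1 members passed when adjusted over the list alone, and the adjusted p = 0.0958 with an estimated correlation. Genes of antigen presentation by the major histocompatibility complex (MHC) were higher in the vestibule for 7 of 16 members, with H2-D1 at 1.77, B2m at 1.20 and Ifi30 at 1.00, and H2-DMa was higher in the cochlea at -0.97, while 8 did not pass (8 and 1 passed when adjusted over the list alone; set test adjusted p = 0.00227, and adjusted p = 0.124 with an estimated correlation). Of the 5 probe sets of H2-D1 1 was called the other way, and with the mean of its probe sets it stood at 0.13 and lost its call. Macrophage genes were higher in the vestibule too, for 18 of 19 measured members with a median of 1.43 against 0.38 for the MHC genes. Whether macrophages carry the shift of the MHC genes was not tested, and H2-DMa ran against it.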

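Transcription factor genes of the dorsal, vestibular side of the developing otocyst were higher in the vestibule for 15 of 17 measured members, and none was higher in the cochlea in limma (0 also at an unadjusted p under 0.05 and by the t-test). Meis2 stood at 4.27, Zic1 at 4.17, the vestibular patterning gene Hmx2 at 3.80 and Dlx1 at 2.87. The set test of this list gave an adjusted p of 2.7e-13 (0.0363 with an estimated correlation), and 15 members passed when adjusted over the list alone. Transcription factor genes of the cochlear duct ran the other way, with 12 of 15 measured members higher in the cochlea, 3 not passed and none higher in the vestibule (0 also at an unadjusted p under 0.05 and by the t-test). Beside Gata3 these were led by the Notch effector Hes5 at -2.17, Nr2f1 at -2.03 and Esrrg at -1.83, and Hes5 stood at -1.30 without probe sets of the suffixes _x_at and _s_at. This list had an adjusted p of 6.1e-13 in the set test, with 12 passed when adjusted over the list alone and an adjusted p = 0.0535 with an estimated correlation. Of 21 genes of the Notch pathway 4 were higher in the vestibule, among them the ligand gene Dll1 at 2.20, and 5 in the cochlea, among them the ligand gene Jag1 at -1.40 and Hes5, while 12 did not pass (4 and 5 passed when adjusted over the list alone; set test adjusted p = 0.399). The mean of the probe sets of Jag1 stood at -0.93. Of 16 genes of retinoid signalling 7 were higher in the vestibule, with the retinoic acid synthesis genes Aldh1a3 at 3.67 and Aldh1a1 at 2.37, and 5 in the cochlea, with Crabp1 and Crabp2 (-1.90, named after its value was seen). The other 4 did not pass, 8 and 5 passed when adjusted over the list alone, and the set test gave an adjusted p of 0.270 (6.98e-04 by fry, which does not compare the list with other genes).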

In addition to analyzing transcript expression, we completed a comprehensive protein profile of the cochlear and vestibular sensory epithelia. To this end, we implemented a relative quantitative proteomics approach using mass spectrometric analysis of isobaric stable isotope labeled peptides (iTRAQ). We identified a total of 456 proteins in one or both tissues. Applying a threshold of at least 1.3 fold change, 63 proteins were found to be more abundant in the vestibular sensory epithelia, while 48 proteins were found to be more abundant in the cochlear sensory epithelia (Table S4).

To ascertain the relationship between the transcript expression and protein abundance, we compared the differential expression ratios observed in the two datasets. 

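Among the proteins that Table S4 lists as differing between the tissues, the mRNA difference and the paper's protein ratio could be set side by side for 100 genes. Epyc and Calb1 were lower in the vestibule at both levels, with the paper's vestibule to cochlea protein ratios of 0.481 and 0.155. Coch, which encodes the extracellular matrix protein cochlin, was higher in the vestibule at both levels, with a paper's protein ratio of 1.63. Oc90, which encodes a major protein of otoconia, had the paper's protein ratio of 5.47 and an mRNA difference of 0.53 (limma adjusted p = 0.0111). The mRNA of Oc90 read 13.90 in the cochlea and 14.43 in the vestibule. The highest deposited value is 15, so this difference may be understated. Across these genes Pearson's r between the log2 protein ratio and the log2 mRNA difference was 0.377 (two-sided permutation p = 2.0e-04, adjusted over the 2 correlations 4.0e-04), and Spearman's rho was 0.268 (two-sided permutation p = 0.00728). Genes are not independent replicates, and the proteins had been selected for a protein difference. Without Calb1 and Pgm2, the genes with protein ratios farthest from the median, r was 0.283 and rho 0.269, and without Epyc and Calb1, the farthest in mRNA, r was 0.225 and rho 0.227.

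**Figure D2:**
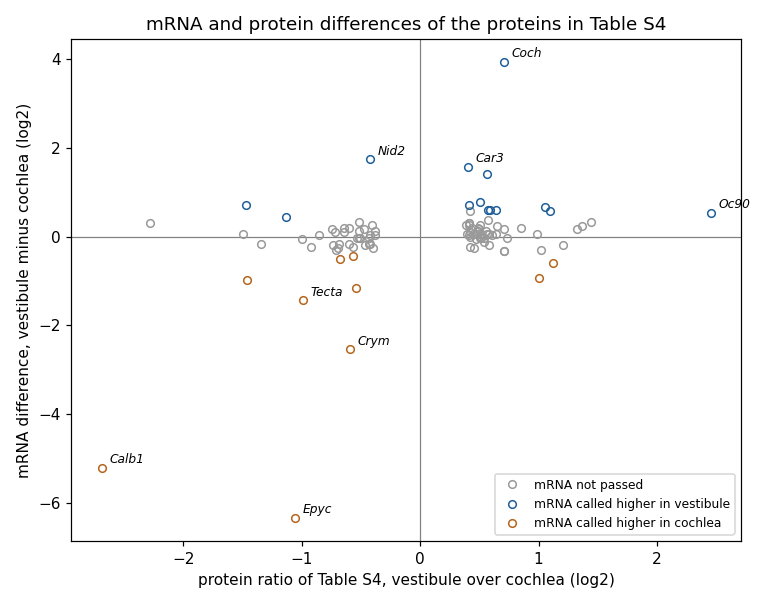
Protein ratio of Table S4, vestibule over cochlea on a log2 scale, against the log2 mRNA difference of the same gene, 1 point for each of 100 genes, coloured by the mRNA call. Pearson's r is 0.377, and Epyc and Calb1 lie farthest towards the cochlea in mRNA.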

For the 424 genes for which both transcript and protein levels were measured, the correlation between the vestibule to cochlea ratios in the transcript and protein datasets was moderate but significant (Spearman correlation 0.2, *P* = 2.45*10^−5^, Pearson correlation 0.32) (Figure S1A). To detect the global structure of the data, the expression of the genes measured at both the transcript and protein levels was subjected to hierarchical clustering (Figure S1B). This analysis shows clear division of the profiles into branches according to tissue of origin, as protein and mRNA samples from the same tissue were consistently clustered together.

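The arrays of cochlea and those of vestibule formed separate branches when the 29636 tested probe sets were clustered by average linkage on 1 minus the Pearson correlation, with 6 of 6 arrays beside the others of their tissue. The cochlear arrays joined at a height of 0.0174, the vestibular arrays at 0.00712 and the 2 branches at 0.0456. Correlations between arrays of the cochlea were 0.981 to 0.988, those between arrays of the vestibule 0.993, and those across tissues 0.945 to 0.961. The residual SD of single arrays was 0.175 to 0.224 in the cochlea and 0.132 to 0.139 in the vestibule, so that the cochlear arrays differed more from each other. From its own clustering, which joined the proteins to the transcripts (Figure S1B), the paper concludes that the profiles divide by tissue of origin, because samples of a tissue clustered together at both levels, and the clustering here holds the arrays alone.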

The expression of fourteen genes was found to be enriched in the vestibule by more than 30%, both on the transcript (FDR<0.1) and the protein level, and four genes were found to be significantly higher in the cochlea both on the transcript and the protein level. 

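Of the 63 proteins that Table S4 gives as more abundant in the vestibule 57 had a measured mRNA, and 11 of these mRNAs were higher in the vestibule. Beside Coch they included Car3, a carbonic anhydrase, at a log2 difference of 1.57, the keratin gene Krt18 at 1.40 and the basement membrane gene Nid1 at 0.77. Of the 48 proteins more abundant in the cochlea 44 had a measured mRNA, and 8 of these were higher in the cochlea. Epyc and Calb1 were followed by Crym, which encodes a thyroid hormone binding crystallin, and by Tecta, which encodes a protein of the tectorial membrane. The guidance mediator gene Dpysl2 stood at -1.17 and the laminin gene Lamb1 at -0.97, and the mean of its probe sets put Dpysl2 at -0.60. The remaining called genes were Hyou1 at -0.50 (limma adjusted p = 0.0292) and Gsn at -0.43 (limma adjusted p = 0.0969). Gsn lost its call under 8 alternatives and Hyou1 under 5, and Hyou1 stood at -0.10 without probe sets of the suffixes _x_at and _s_at. Among the vestibular calls Anxa4 was lost under 6 alternatives and Hbb-b2 under 2. The mRNAs of 44 vestibular and 33 cochlear proteins did not pass. Of the 24 proteins with a called mRNA 19 differed in the direction of their mRNA and 5 in the opposite one (Fisher's exact test, two-sided p = 0.0111, odds ratio 12.6). The count of 19 ranged from 16 to 21 when 1 array was left out.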

In both cases, the overlap was highly statistically significant (*P* = 4.58·10−6 and *P* = 0.0012, respectively). Conversely, we identified two instances where transcripts were higher in the cochlea, while the corresponding protein had a higher abundance in the vestibule (*P* = 0.83) (Figure S1C). 

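Ppa1, an inorganic pyrophosphatase, and Basp1, a membrane protein of growing axons, had mRNAs higher in the cochlea, while Table S4 gives their proteins as higher in the vestibule, at the paper's ratios of 2 and 2.17. The mRNA difference of Ppa1 was -0.93 (limma adjusted p = 0.00101), and that of Basp1 was -0.60 (limma adjusted p = 0.0640). The call of Basp1 was lost without any 1 of 5 arrays: cochlea replicate 2 (log2 difference -0.50, adjusted p = 0.173) or 3 (-0.50, 0.223), and vestibule replicate 1 (-0.50, 0.259), 2 (-0.70, 0.111) or 3 (-0.60, 0.209). With all 6 arrays it was lost in the plain t-test (adjusted p = 0.233) and with array weights (-0.43, 0.131).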

We did not identify any examples of higher mRNA expression in the vestibule coupled with higher protein level in cochlea.

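Hk1, a hexokinase gene, Nid2, which encodes a basement membrane nidogen, and Plin3, a lipid droplet protein gene, had mRNAs higher in the vestibule, while Table S4 gives their proteins as higher in the cochlea. The log2 mRNA differences were 0.70 for Hk1 (limma adjusted p = 0.0556), 1.73 for Nid2 (limma adjusted p = 9.9e-05) and 0.43 for Plin3 (limma adjusted p = 0.0370). The paper's vestibule to cochlea protein ratios were 0.361 for Hk1 and 0.748 for Nid2. The call of Hk1 was lost without cochlea replicate 1 (0.80, adjusted p = 0.112) or vestibule replicate 1 (0.60, 0.247), 2 (0.75, 0.153) or 3 (0.75, 0.162), in the plain t-test (0.235) and with the replicate number as a block (0.113), and its value was 0.45 without cochlea replicate 3. That of Plin3 was lost without vestibule replicate 2 (0.38, 0.134) or 3 (0.43, 0.118), with the block (0.111), and where its fold fell under the minimum, after a second quantile normalization (0.33) and with array weights (0.37).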

### Identification of functionally relevant miRNA targets by integration of mRNA and protein expression with *in silico* target prediction

To delineate miRNA targets in the cochlear and vestibular sensory epithelia, we performed a target analysis by combining *in silico* analysis and experimental results. We applied the FAME (Functional Assignment of MiRNA via Enrichment) algorithm [23], a recently developed miRNA functional analysis tool, on our transcript and protein datasets. FAME uses a permutation-based statistical test to detect significant over- or under-representation of miRNA targets in a designated set of genes, utilizing TargetScan 5.0 miRNA target predictions [5]. Unlike standard statistical tests, it utilizes context scores for miRNA-target pairs, and accounts for the number of miRNAs regulating each target and for the number of target sites in the target gene 3**′** UTR [23]. Using the FAME algorithm, we analyzed enrichment and depletion of miRNA targets in the sets of genes down-regulated in one tissue compared to the other at the mRNA level, the protein level or both (see Figure 2C for a description). In addition, as some evidence shows that miRNAs can regulate their targets solely at the protein level, we independently tested a set of genes that were differentially expressed only at the protein level but not at the mRNA level. Overall, these eight sets of genes were tested for enrichment or depletion of target sites for 199 miRNA families that both had target predictions and were represented on our miRNA microarray (Table S5). Based on previous findings [24], conserved predicted targets were used in enrichment tests, whereas both conserved and nonconserved predicted targets were used when testing for depletion.

**Figure 2:**
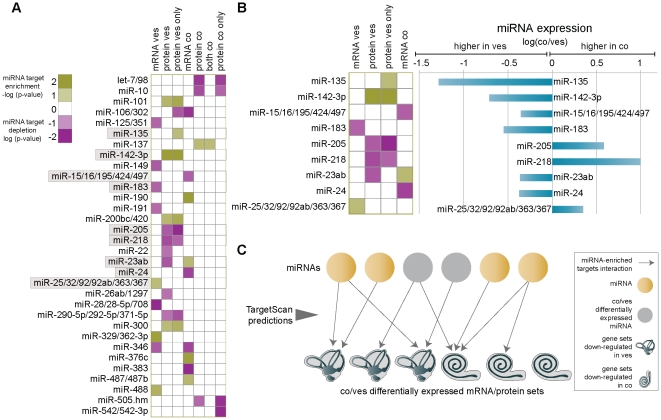
miRNA target identification by integration of mRNA and protein expression with *in silico* target prediction. (**A**) Enrichment and depletion of miRNA targets in co-expressed clusters of mRNAs, proteins, both or proteins only down-regulated in either the cochlea or vestibule. Green squares indicate over-representation of miRNA targets in a cluster and purple squares indicate under-representation. Only miRNA-target cluster pairs with *P*<0.05 are shown. miRNAs shown in figure 2B are labeled by a grey box. (**B**) Differentially expressed miRNAs with significant target enrichments and depletions. (*Left*) Enrichment and depletion of miRNA targets in the co-expressed clusters for miRNAs that showed differential expression based on the miRNA array. (*Right*) The relative expression of the miRNAs on the left represented by the log of the ratio between the expressions in the cochlea as compared to the vestibule. (**C**) An outline of our miRNA target identification approach. Circles represent miRNAs and cochlea/vestibule cartoons represent mRNA/proteins sets that are differentially expressed between the two tissues. Arrows connect miRNA with mRNA/protein sets that are significantly enriched with its predicted targets based on TargetScan predictions. Only miRNAs that have enriched predicted targets in the differentially expressed gene sets are presented. Cases where a miRNA is differentially expressed between the two tissues (shown in B) are marked by a grey circle, while other cases are marked by a brown circle. Abbreviations: co-cochlea; ves-vestibule.

We found significant enrichment (*P*<0.05) for targets of 13 miRNA families in six differentially expressed mRNA and/or protein sets and depletion of targets of 20 miRNA families in six differentially expressed sets (Figure 2A). Notably, many of the significant enrichments were found only in the proteomics-based sets and not in the mRNA-based sets. Nine of the 33 miRNA families with significant enrichment or depletion in at least one set were differentially expressed between the two tissues in our miRNA microarray data. For these families we found five significant enrichments and eight significant depletions of their targets (Figure 2B). Out of these, nine were in the expected direction. For example, the targets of the mir-135 family, a family that was up-regulated in the vestibule, were enriched in a set of proteins down-regulated in this tissue; and the targets of mir-205, a miRNA that exhibited a higher expression in the cochlea, were depleted in a set of proteins also up-regulated in the cochlea. 

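The mRNAs of Psip1, a transcriptional coactivator, and of Arcn1, a coat protein of intracellular transport, did not differ between the tissues past the thresholds at any of their 3 probe sets each. The brightest probe set of Psip1 read 9.87 ± 0.21 (SD, n = 3) in the cochlea and 9.90 ± 0.10 (SD, n = 3) in the vestibule, a log2 difference of 0.03 (95% confidence interval -0.28 to 0.34, limma adjusted p = 0.890). The others of Psip1 stood at 0.10 (-0.20 to 0.40) and -0.23 (-0.49 to 0.02), and the sign of its value turned under 4 of the alternatives, without a call. The probe sets of Psip1 were not assigned to its P75 or P52 isoform, so these values may read either. The brightest probe set of Arcn1 had a difference of 0.03 (95% confidence interval -0.20 to 0.27), which became -0.06 after a second quantile normalization. Sub1, which encodes the coactivator PC4, had its brightest probe set at -0.20 (95% confidence interval -0.59 to 0.19, limma adjusted p = 0.500), while its other probe set was higher in the cochlea at -0.53 (-0.79 to -0.28). Over the alternatives the value of Sub1 ranged from -0.37 to -0.02 and its adjusted p from 0.0341 to 0.930, without a call. In Table S4 the paper's vestibule to cochlea protein ratios are 0.747 for Psip1, 0.724 for Sub1 and 0.553 for Arcn1.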

We noted that targets of mir-135 were marginally enriched in the set of all proteins up-regulated in the cochlea (*P* = 0.075), and a statistically significant enrichment was found only when considering genes up-regulated in the cochlea only on the protein level (i.e., genes without significant mRNA changes between the two tissues, *P* = 0.047). Thus, for six miRNA families – mir-135, mir-205, mir-142-3p, mir-15/16, mir-218 and mir-24 - we obtained evidence for their functional relevance in the inner ear on two levels: (a) the miRNAs were differentially expressed between the two tissues; and (b) their predicted targets were differentially expressed in a manner consistent with the currently accepted model of miRNA regulation.

### Spatial expression of selected miRNAs

For further study, we selected miR-135b and miR-205, for which miRNA target enrichment or depletion, respectively, were detected only at the protein expression level and therefore would not have been identified by analyzing transcript data alone. The spatial expression pattern of miR-135b and miR-205 in the inner ear of P0 mice was determined using *in situ* hybridization (ISH; Figure 3), and suggested differences in miRNA function across the cochlea and vestibular organs. Consistent with the miRNA microarray results, miR-135b exhibited specific expression in vestibular organs hair cells. In addition, miR-135b was detected in the neurons of the vestibular and spiral ganglia. As expected from the miRNA microarray data, miR-205 expression was mainly limited to the cochlea. Almost all cochlear cells, including those of the modiolus, were found to express miR-205. Some of the cells in the auditory apparatus did not show miR-205 expression, including many of the cells facing the scala media. We found miR-205 to be expressed in cells of the spiral ligament, part of the Reissner's membrane, basilar membrane and apical surface of the spiral limbus.

**Figure 3:**
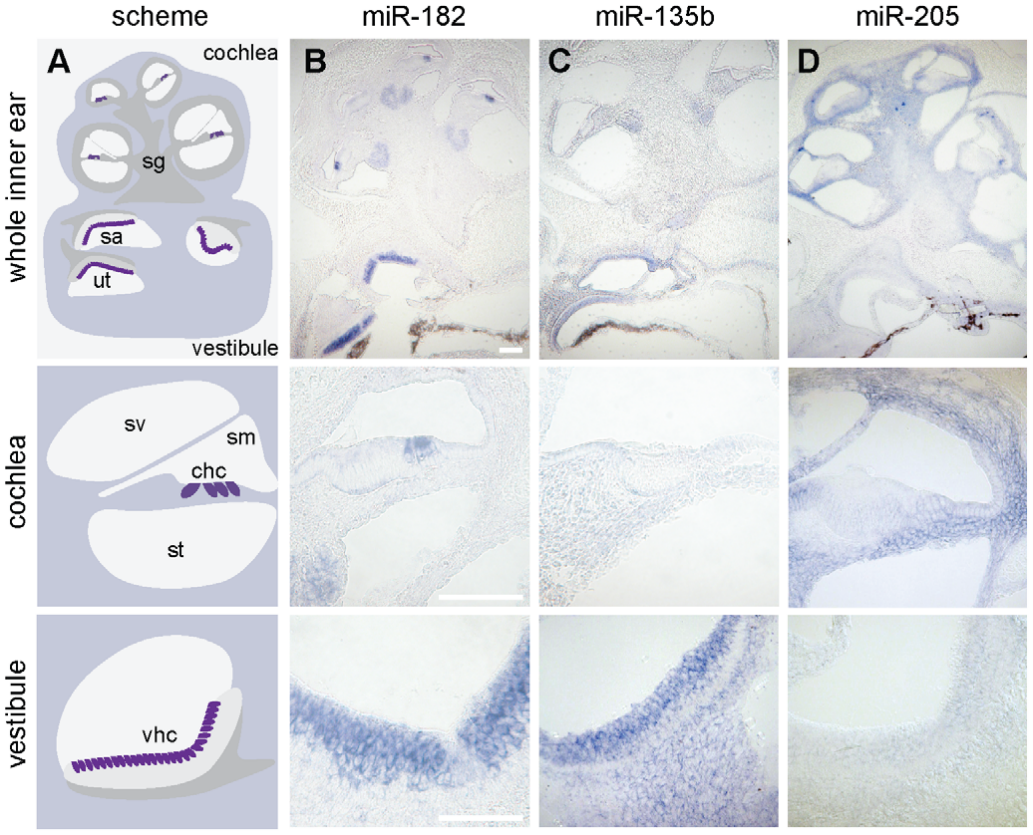
Distinct spatial expression patterns of miR-135b and miR-205 in the newborn mouse inner ear. (**A**) Schematic illustrations of a P0 whole inner ear, cochlea and vestibule: utricle (ut), saccule (sa), spiral ganglia (sg), scala media (sm), scala vestibule (sv), scala tympani (st). In purple, cochlear hair cells (chc) and vestibular hair cells (vhc). (**B-D**) Specific expression patterns were demonstrated for the miRNAs by ISH in whole mount inner ears, followed by cryosectioning. For each miRNA images of the whole inner ear (top) and magnified cochlea (middle) and vestibule (utricle or saccule, bottom) are shown separately. (**B**) A probe for miR-182 was used as a positive control and confirmed probe penetration and staining throughout the inner ear. miR-182 is expressed in the inner ear hair cells and spiral ganglia at this age [31]. Expression patterns for miR-135b (**C**) and miR-205 (**D**) were consistent with the miRNA array analysis. Scale bars: 100 µm.

### PSIP1 protein expression is up-regulated in the cochlea as compared to the vestibule

We chose to focus on miR-135b due to its intriguing cell specific expression pattern and its high differential expression between the vestibule and cochlea. Furthermore, our data predict that miR-135b regulates three targets in the vestibule, PSIP1-P75 (also called LEDGF) and PC4, two interacting transcriptional coactivators [25], [26] and ARCN1, a subunit of the coat protein I (COPI) complex required for intracellular trafficking [27]. Each of the targets contains a single sequence complementary to the miR-135b seed within their 3′ UTR. The P52 isoform of PSIP1 does not have a target site within its 3′UTR and is therefore not a potential target of miR-135b. Significantly, this is the first time these proteins have been identified in the inner ear. qRT-PCR analysis confirmed the presence of *Psip1* transcript in the sensory epithelia of both the cochlea and the vestibule, and quantification revealed a similar expression level in the two tissues (Figure 4A; n = 3, *P* = 0.34; Student's *t*-test). Semi-quantitative western blot showed on average 9-fold decrease (n = 3, *P*<0.05; Student's *t*-test) in PSIP1-P75 protein expression in the vestibular as compared to the cochlear sensory epithelia (Figure 4B). Together, these data demonstrate that while *Psip1* is transcribed equally in the cochlear and vestibular sensory epithelia, the translation to the P75 isoform of this protein is inhibited in the vestibular epithelia.

**Figure 4:**
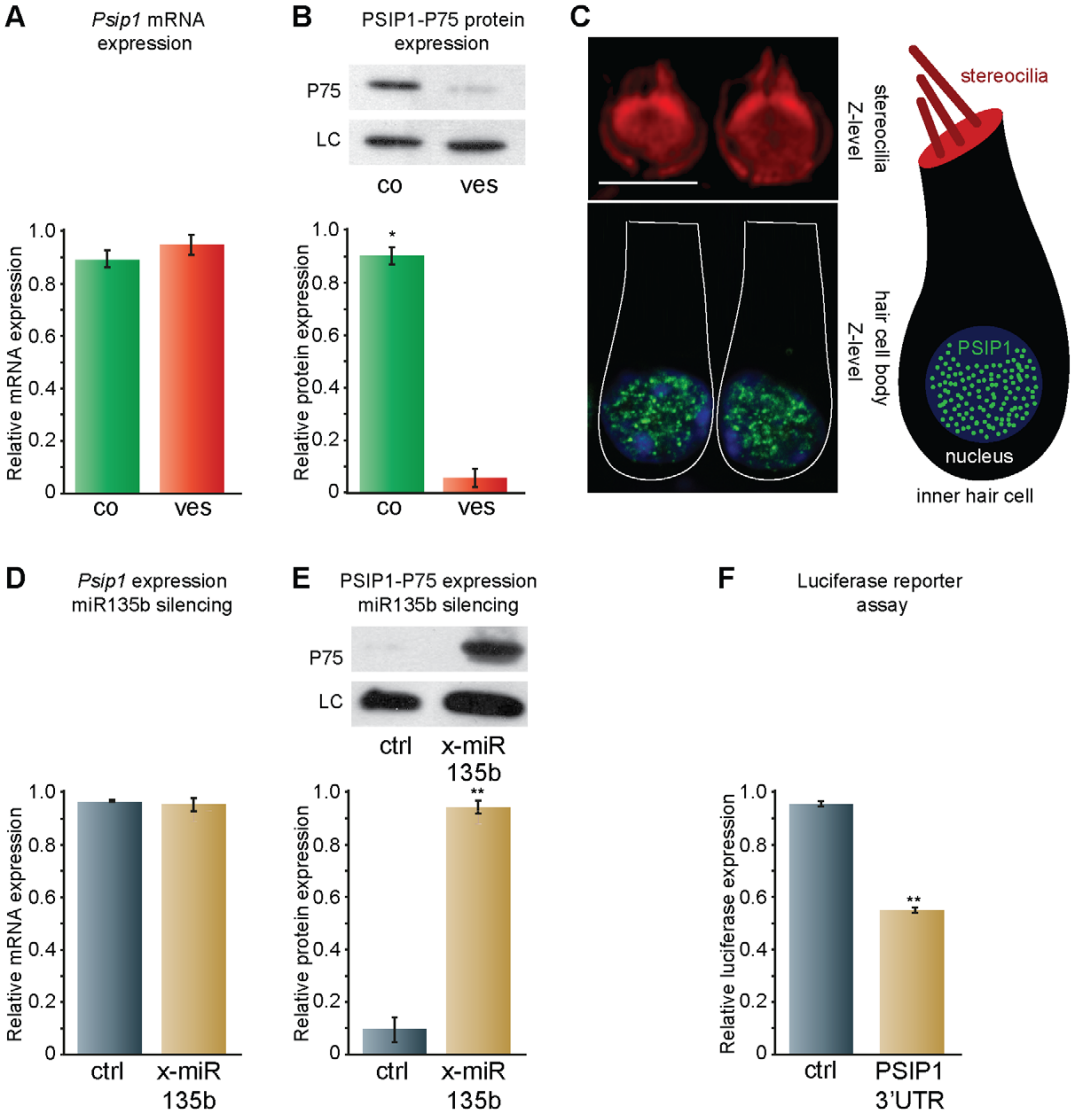
miR-135b regulates PSIP1-P75 expression by inhibition of translation. (**A**) qRT-PCR showing the relative *Psip1* transcript expression in the cochlear and vestibular sensory epithelia (n = 3, *P* = 0.34)**.** (**B**) PSIP1-P75 protein differential expression as measured by western blotting. (*Top*) A representative blot comparing PSIP1-P75 expression in the cochlear and vestibular sensory epithelia. HSC70 loading control is shown for both samples. (*Bottom*) Relative PSIP-P75 expression as measured using the Image J software and following averaging of three independent experiments; (*) *P*<0.05 versus the vestibule. (**C**) Immunolabeling of PSIP1-P75 in P2 cochlear inner hair cells (green). Phalloidin stains the stereocilia (red) and DAPI the nucleus (blue). PSIP1-P75 is localized specifically to the nucleus. Scale bar: 5 µm. A schematic representation of an inner hair cell is shown to the right. (**D, E**) An RNAi system was used to measure the ability of miR-135b to reduce PSIP1-P75 protein expression. shRNA targeting miR-135b (X-miR-135b, oligoengine) or an anti-miR negative control were transfected to Cal51 cells that naturally express miR-135b. After selection, miR-135b and *Psip1* mRNA levels were measured using qRT-PCR and the protein level of the P75 isoform was measured using semi-quantitative western blot analysis. (**D**) qRT-PCR showing the relative *Psip1* transcript expression (n = 3, *P* = 0.66). (**E**) (*Top*) A representative blot showing the relative PSIP1-P75 protein expression. HSC70 loading control is shown for both samples. (*Bottom*) Relative PSIP1-P75 protein expression as measured using the image J software and following averaging of three independent experiments. (**F**) Dual luciferase reporter assay showing the effect of miR-135b on *Psip1-P75*-3′UTR and *Psip1-P75*-3′UTR-M in MCF-7 cells. Relative luciferase expression following averaging of three independent experiments, each conducted in triplicates. (**) *P<<*0.005.

The presence of PSIP1-P75 isoform in the inner ear was further confirmed using immunohistochemistry. Its expression was distributed heterogeneously in the nucleoplasm of the hair (Figure 4C) and supporting cells both in the cochlea and vestibule, forming a speckled pattern. Such a finding is consistent with previous reports of PSIP1-P75 localization to chromatin in both interphase and mitotic chromosomes [28], [29]. Although PSIP1-P75 displayed expression in both the cochlea and vestibule, the level of expression cannot be compared quantitatively by this technique.

### miR-135b down-regulates PSIP1-P75 protein expression

The functional interaction between miR-135b and PSIP1-P75 was further determined by *in vitro* analysis utilizing an RNAi approach and a luciferase reporter assay. Cal51, breast carcinoma, cells were found to express high levels of miR-135b, and relatively low levels of PSIP1-P75. Cal51 cells were transfected with either a plasmid expressing shRNA targeting miR-135b or an anti-miR negative control. qRT-PCR analysis revealed a reduction in miR-135b expression and similar *Psip1* mRNA expression level in both the cells transfected with the shRNA targeting miR-135b and transfected with the anti-miR negative control (Figure 4D; n = 3, *P* = 0.66; Student's *t*-test). Semi-quantitative western blot analysis exhibited a 10-fold increase in PSIP1-P75 protein abundance in the cells expressing shRNA targeting miR-135b (Figure 4E; as compared to transfection with an anti-miR negative control. n = 3, *P<<*0.005; Student's *t*-test). Subsequently, we subcloned the 3′UTR of *Psip1-P75* downstream of a luciferase gene, creating a Luc-*Psip1-P75*-3′UTR vector. Transient co-expression of this vector with a miR-135b expressing vector revealed that miR-135b reduced luciferase expression levels by approximately 40% (Figure 4E; as compared to a mutated Luc-*Psip1-P75-*3′UTR control. n = 3, *P*<<0.005; Student's *t*-test). These results indicate that miR-135b down-regulates the expression of PSIP1-P75 protein but does not affect the mRNA levels.

## Discussion

We have employed a novel and generalizable method to efficiently identify functional miRNA-target interactions in a neuroepithelial tissue. This approach can be extended to any tissue or organ of interest. Specifically, we investigated the differences between sensory epithelia of the cochlear and vestibular portions of the inner ear, in an attempt to decipher critical elements driving differential gene regulation in each system.

In this study we describe a miRNA profile of the inner ear sensory epithelia. To date, two studies profiled the miRNAs in the whole inner ear and whole cochlea and vestibule [30], [31]. By focusing on a more specific tissue, our work aims to provide depth and understanding of the inner ear organs with a primary sensory role. We report the presence of 157 miRNAs in at least one of the sensory epithelia in the inner ear, with 52 differentially expressed between the cochlea and vestibule. A close analysis of the miRNA differential profile revealed that many of the miRNAs co-expressed in the studied tissues are clustered in the mouse genome. This observation is consistent with the notion that clustered miRNAs are usually expressed together as polycistronic, co-regulated units [32]. The vestibular up-regulated miRNAs include all the members of the miR-183/96/182 cluster previously demonstrated to be specifically expressed in the mammalian inner ear hair cells and ganglia [11], [12], [31]. As the amount of RNA obtained from the dissected tissues is greater in the cochlea, due to its larger size, the differential expression of these miRNAs might be due to the different percentage of hair cell specific RNA in the total RNA from each of the two tissues.

Specific expression profiles of a miRNA in a given tissue may point to the particular role of the miRNA in that tissue. It has been suggested that miRNAs serve as cell effectors among cells of related fates [33]. Furthermore, it is believed that miRNAs play an important role in terminal differentiation and maturation of different cell types within a particular cell lineage, as well as regulating cellular processes in differentiated cells during morphogenesis and homeostasis (reviewed in [34]). The cochlear and vestibular sensory epithelia share many similarities and differences. Specifically, the sensory cells embedded in these tissues function through the same mechanotransduction mechanism and have a similar but not identical morphology. Both cell types have stereocilia projections arranged in bundles but the shape and arrangement of the bundles is different in the two systems [35], [36]. Importantly, cochlear hair cells are unable to regenerate in the mammal, while early vestibular hair cells are able to do so to some extent [37], [38]. We speculate that the miRNAs differentially expressed between the cochlea or vestibule may participate in regulating these tissue identities and maintaining their distinct function.

The present study expands on the known inner ear transcript and protein profiles. 

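Genes of cochlear supporting cells were higher in the cochlea for 20 of 29 measured members, 3 were higher in the vestibule and 6 did not pass. Epyc, Calb1 and Gata3 had the largest differences, followed by the activin antagonist Fst at -3.60, the pillar cell receptor gene Fgfr3 at -3.57 and the Wnt receptor gene Lgr5 at -2.83, while S100a1 at 1.17, the connexin gene Gjb6 at 1.13 and the glutamate transporter gene Slc1a3 at 0.73 were higher in the vestibule. Sox2 (-0.17) and Prox1 (-0.30) were among those that did not pass, and of the members named here all but Epyc, Calb1, Gata3 and Fst were chosen after their values were seen. Gjb6 lost its call in the plain t-test (adjusted p = 0.106, over a range from 0.00318), the mean of its probe sets put Fgfr3 at -2.28, and S100a1 stood at 0.57 without probe sets of the suffixes _x_at and _s_at. The set test of this list gave an adjusted p of 7.8e-15 (0.0363 with an estimated correlation), and the counts were 20 and 3 when adjusted over the list alone. Of 10 genes of the tectorial membrane Tecta and Tectb were higher in the cochlea, at -1.43 and -1.37, Otog was higher in the vestibule at 1.50 and 7 did not pass (the same counts when adjusted over the list alone; set test adjusted p = 0.255). Genes of otoconia and otolithic membranes were higher in the vestibule for 8 of 12 members, with Otop1, a proton channel gene needed for otoconia, at 4.20 and the anion exchanger gene Slc26a4 at 1.97, while 1, Tecta, was higher in the cochlea and 3 did not pass. The set test gave 2.8e-04 for this list, 9 and 1 members passed when adjusted over the list alone, and the adjusted p = 0.351 with an estimated correlation. Genes of potassium and chloride transport into endolymph, a task of vestibular dark cells and of the stria vascularis, were higher in the vestibule for 7 of 10 members, with a median of 1.82. Beside Kcne1 these included Esrrb at 3.73, the chloride channel subunit gene Bsnd at 2.27 and the potassium channel gene Kcnq1 at 2.17, with Esrrb at 2.38 over the mean of its probe sets. None was higher in the cochlea in limma (0 also at an unadjusted p under 0.05 and by the t-test), 7 passed when adjusted over the list alone, and the set test gave an adjusted p of 1.2e-04 (adjusted p = 0.293 with an estimated correlation). The paper's account of the dissection names neither dark cells nor the stria vascularis. How much of either was read is not known, so this shift may reflect what was dissected.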

We characterized the repertoire of differentially expressed transcripts and proteins in the vestibular system as compared to the cochlea. 

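Coch, the gene of cochlin, an extracellular matrix protein secreted by fibrocytes, was read at 12.63 ± 0.15 (SD, n = 3) in the vestibule and 8.70 ± 0.44 (SD, n = 3) in the cochlea, a log2 difference of 3.93 (standard error 0.21, limma adjusted p = 6.5e-06). Crym was read at 8.37 ± 0.15 (SD, n = 3) in the vestibule and 10.90 ± 0.40 (SD, n = 3) in the cochlea, a difference of -2.53 (standard error 0.20, limma adjusted p = 5.1e-05). For both genes the 3 arrays of one tissue lay above the 3 of the other.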

Several of the genes identified in our analyses were previously studied in the inner ear and a few (e.g., crystallin [39] and cochlin [40]) have been shown to cause deafness. However, many of the genes found to be expressed in the inner ear sensory epithelia, according to the transcript and protein datasets, have not been identified in the inner ear thus far, and their functional role is yet unknown. Notably absent from the proteomic dataset are hair cell-specific proteins. This is likely due to the limitation of the iTRAQ mass-spec method to identify low abundance proteins. The tissues studied contain different cell types, making it difficult to predict the function of genes and proteins within specific cell types. 

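Hair cell genes were higher in the vestibule for 19 of 32 measured members, with the calcium binding protein gene Cabp2 at 3.67, the transcription factor gene Gfi1 at 3.10 and Myo7a, an unconventional myosin of stereocilia, at 1.47, 2 were higher in the cochlea, Pvalb at -2.10 and Calb2 at -1.10, and 11 did not pass. Myo7a and Calb2 were named after their values were seen. The median was 0.55, the set test gave an adjusted p of 2.1e-07, 20 and 2 members passed when adjusted over the list alone, and the adjusted p = 0.142 with an estimated correlation. Of 10 listed genes of cochlear hair cells 4 were measured. Of these 2, Lbh and Tbx2, were higher in the vestibule and 1, Bcl11b, in the cochlea (1 and 0 by the t-test, and the same as in limma when adjusted over the list alone; set test adjusted p = 0.657, and 0.0417 by fry). Tbx2 is also on the list of dorsal otic transcription factors, so its direction does not speak for cochlear hair cells alone. The call of Lbh was lost without cochlea replicate 2 (0.63, adjusted p = 0.118) or 3 (0.78, 0.169) or vestibule replicate 1 (0.70, 0.194), 2 (0.90, 0.114) or 3 (0.90, 0.123), in the plain t-test and with the mean of its probe sets (0.17, 0.330). That of Bcl11b was lost in the plain t-test and without cochlea replicate 3 (-0.80, 0.104) or vestibule replicate 1 (-0.85, 0.115), and the mean of its probe sets stood at -0.51. Genes of motile cilia were higher in the vestibule for 22 of 23 members, with a median of 2.03. Cfap52 stood at 3.33, the dynein regulatory gene Drc1 at 3.10, the radial spoke gene Rsph4a at 2.83 and the ciliary transcription factor gene Foxj1 at 1.43, named after its value was seen; none was higher in the cochlea in limma (0 also at an unadjusted p under 0.05 and by the t-test). The set test gave 2.3e-21 for this list, 22 members passed when adjusted over the list alone, and the adjusted p = 0.0535 with an estimated correlation.

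**Figure D3:**
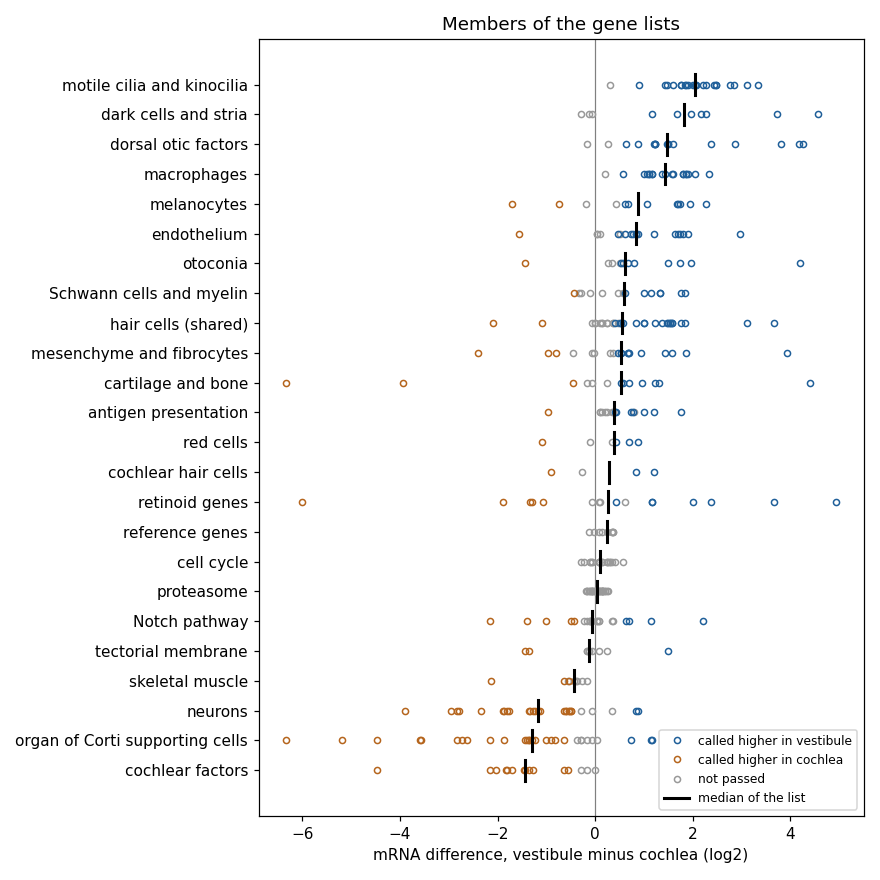
Log2 difference, vestibule minus cochlea, of the measured members of the 24 gene lists, 1 point per gene coloured by its call, with a bar at the median of each list. The list of motile cilia lies highest, with a median of 2.03, and the list of cochlear transcription factors lowest, with a median of -1.43.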

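Neuronal genes were higher in the cochlea for 22 of 27 members, with a median of -1.17, among them the microtubule gene Stmn2 at -3.90, Uchl1 at -2.97, Dcx at -2.83 and the neurofilament gene Nefh at -2.80. The neurotrophin receptor genes Ntrk2 (0.87) and Ntrk3 (0.83) were higher in the vestibule and 3 did not pass (the same when adjusted over the list alone; set test adjusted p = 2.5e-12, and 0.0364 with an estimated correlation). Both receptors were named after their values were seen, and 1 of the 5 probe sets of Ntrk2 was called the other way, and the mean of the probe sets stood at -0.15 for Ntrk2 and 0.48 for Ntrk3. Schwann cell genes were higher in the vestibule for 7 of 14 members, with the myelin genes Pmp22 at 1.77 and Mbp at 1.33, Erbb3, named after its value was seen, was higher in the cochlea at -0.43 and 6 did not pass (3 and 0 called by the t-test). Mbp lost its call in the plain t-test (adjusted p = 0.129), and Erbb3 without cochlea replicate 1 (-0.38, adjusted p = 0.178) or 2 (-0.43, 0.116) or vestibule replicate 2 (-0.35, 0.213) or 3 (-0.40, 0.215). This list had an adjusted p of 0.0307 in the set test, 8 and 1 members passed when adjusted over the list alone, and the adjusted p = 0.519 with an estimated correlation. Its call was also lost with array weights (0.0948), by fry (0.0564), and without cochlea replicate 2 (0.112) or 3 (0.116) or vestibule replicate 1 (0.107).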

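Macrophage genes were higher in the vestibule for 18 of 19 measured members, with the mannose receptor gene Mrc1 at 2.33, Cd68 at 2.03, the lysozyme gene Lyz2 at 1.90 and the complement gene C1qc at 1.87. None was higher in the cochlea in limma (0 also at an unadjusted p under 0.05 and by the t-test), the set test gave 2.7e-13, 18 passed when adjusted over the list alone, and the adjusted p = 0.124 with an estimated correlation. Genes of mesenchyme and fibrocytes were higher in the vestibule for 11 of 19 members, with Coch far above the collagen gene Col1a1 at 1.87, 3 were higher in the cochlea, among them Lum at -0.97 and Fn1 at -0.80, both named after their values were seen, and 5 did not pass. The call of Col1a1 was lost in the plain t-test (adjusted p = 0.109). Otos, higher in the cochlea at -2.40, lost its call without cochlea replicate 3 (-2.58, adjusted p = 0.114) or vestibule replicate 1 (-2.47, 0.136), 2 (-2.32, 0.136) or 3 (-2.42, 0.135) and in the plain t-test (0.212). Without cochlea replicate 1 it stood at -1.58, and Fn1 at -1.23 with the mean of its probe sets. The set test of this list gave an adjusted p of 0.0165, 11 and 4 members passed when adjusted over the list alone, and the call was lost with the stricter filter (0.0504) and with an estimated correlation (adjusted p = 0.462). Skeletal muscle genes were higher in the cochlea for 3 of 9 members, Myl1 at -2.13, Des at -0.63 and Tnni1 at -0.53, 6 did not pass and none was higher in the vestibule in limma (0 also at an unadjusted p under 0.05 and by the t-test). The set test gave an adjusted p of 0.00361, with 3 passed when adjusted over the list alone and an adjusted p = 0.254 with an estimated correlation. The call of the list was also lost with no filter (0.0669), with the stricter filter (0.0645) and without cochlea replicate 2 (median -0.13, 0.0767), and Tnni1 lost its call without vestibule replicate 1 (-0.55, 0.122) or 3 (-0.45, 0.148).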

In order to understand their functional relevance, the proteins identified would have to be studied in depth individually.

The correlation between the vestibule to cochlea ratios of the mRNA and the protein levels was relatively low, though significant. This could be due to the limited protein expression data or a relatively high level of post-transcriptional regulation. Similar correlations between mRNA and protein changes were previously observed in analyses of embryonic mouse brain tissues [41], in gastric cancer cells [42] and in the yeast *Saccharomyces cerevisiae* [43].

Currently, miRNA target identification is based primarily on computational target predication algorithms. The vast number of targets predicted by these algorithms raises the problem of choosing which of these are worthy for experimental validation. For example, searching for the potential targets of the 52 differentially expressed miRNAs using the TargetScan algorithm led to the identification of 11,031 putative conserved targets. Therefore, to narrow down the targets list and to detect miRNA-target pairs with a higher likelihood for successful validation, we utilized a strategy that combines *in silico* analysis and experimental techniques.

To analyze enrichment or depletion of miRNA targets we applied the FAME algorithm on our datasets of differentially expressed transcripts and proteins. Genes preferentially co-expressed with a miRNA have evolved to avoid targeting by that miRNA [24]. Thus, depletion of targets is expected for genes that are expressed in the same tissue as the miRNA [24], [44]. We therefore focused on miRNAs and targets with a reciprocal expression and miRNAs and anti-targets (messages selectively avoiding targeting to a miRNA; see [45]) with a similar expression pattern. In some cases, miRNAs and their potential targets were observed to have a similar expression pattern, and not a reciprocal one as expected. Such a phenomenon might be explained by the counter regulation of different posttranscriptional control mechanisms or by miRNA induced translation up-regulation as previously observed for the miRNAs miR-369-3 and let-7 in cell cycle arrest [46]. We note that some of the miRNA targets predicted by the analysis could only be detected using our proteomics data, while others were only identified using the transcriptomics data. Thus by looking at both levels of expression we were able to identify the most thorough list of miRNA-target pairs. It should be pointed out that our power is limited by the detection constraints of the proteomics screen, and thus we expect this list to be only partial.

The most notable miRNA for which we identified translationally repressed targets was miR-135b, the miRNA with the highest differential expression in our dataset. miR-135b is located within the first intron of the *LEM domain containing 1* (*Lemd1*) gene. 

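Lemd1 was read at 8.30 ± 0.20 (SD, n = 3) in the vestibule and 5.83 ± 0.64 (SD, n = 3) in the cochlea. The log2 difference was 2.47 (95% confidence interval 1.82 to 3.11, limma adjusted p = 4.5e-04), and the 3 vestibular arrays, at 8.1 to 8.5, lay above the 3 cochlear arrays, at 5.1 to 6.3.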

Interestingly, our Affymetrix microarray analysis showed a high expression of *Lemd1* in the vestibular sensory epithelia. Therefore, it is likely that miR-135b is transcribed as part of *Lemd1*, leading to a similar expression pattern. To better understand miR-135b function in the inner ear, we studied its spatial expression. *In situ* hybridization demonstrated specific expression of miR-135b in vestibular hair cells. No such expression was observed in the cochlea, consistent with our microarray and qRT-PCR results. The distinct expression pattern of miR-135b most probably points to a specific regulation mechanism that exists in the vestibular hair cells but not in the cochlear hair cells. To date, the only miRNAs identified demonstrating inner ear hair cell specificity are part of the miR-183/96/182 family [31]. Unlike miR-135b, these miRNAs are expressed both in the cochlear and vestibular hair cells.

Of the three putative targets of miR-135b, we chose to further validate the interaction with the P75 isoform of PSIP1. PSIP1 is a transcriptional coactivator involved in neuroepithelial differentiation and neurogenesis [47]. In particular, it plays a role in gene regulation in the epithelial cells of the lens and is considered to be involved in cell fate determination [48]. Such functions correspond well to possible involvement in the differentiation and maintenance of the sensory epithelia in the inner ear. It is therefore not surprising that PSIP1 is expressed in the inner ear sensory epithelia, as demonstrated in this study. The *Psip1* gene is alternatively spliced into two different isoforms; *P75*, the larger isoform, and *P52* [26], [49]. Of the two, only *P75* contains a sequence within its 3′ UTR with the potential of being targeted by miR-135b. Using qRT-PCR and semi quantitative western blot analysis, we were able to demonstrate inhibition of PSIP1-P75 protein expression in the vestibular sensory epithelia suggesting intervention by a translational regulation mechanism. *In vitro* analysis further proved an interaction between miR-135b and PSIP1-P75. Interestingly, the efficiency by which miR-135b silences PSIP1-P75, as identified by our *in vitro* analysis, is much higher than previously expected for targets with only a single binding site for a miRNA seed [2]. Due to the limitation in efficient transfection of inner ear organotypic cultures, we could not show the direct interaction *in vivo*. Taken together, our results demonstrate the regulation of PSIP1-P75 by miR-135b in vestibular hair cells. According to our results, miR-135a also has a higher level of expression in the vestibular as compared to the cochlear sensory epithelia. Due to the similarity between miR-135b and miR-135a, we predict that miR-135a also regulates PSIP1-P75 in the vestibular system.

The overall effect of miR-135b in the inner ear is summarized in Figure 5. In this scheme, we propose a unique mechanism by which miR-135b down-regulates PSIP1-P75 expression in the vestibular hair cells, whereas it remains relatively high in the cochlea. Thus the effect of PSIP1-P75 transcriptional regulation is more pronounced in the cochlear hair cells, leading to downstream perturbation that possibly influences the cell's identity, differentiation and maintenance. PSIP1-P75 was previously shown to be involved in cell survival [50], protection against stress [51], differentiation [52], cell fate determination [48] and is believed to regulate genes involved in development [53]. We hypothesize that PSIP1-P75 and miR-135b might play a role in regulating these processes in the cochlear hair cells, whereas in vestibular hair cells they are modulated by other miRNA. By this means, miR-135b might serve as a cellular effector, involved in regulating the differences between the cochlear and vestibular hair cells and thus contributes to their distinct cell identities and maintaining their specific functions. It should be pointed out that these processes involve more intricate mechanisms that have yet to be revealed, including the interplay among different miRNAs and proteins.

**Figure 5:**
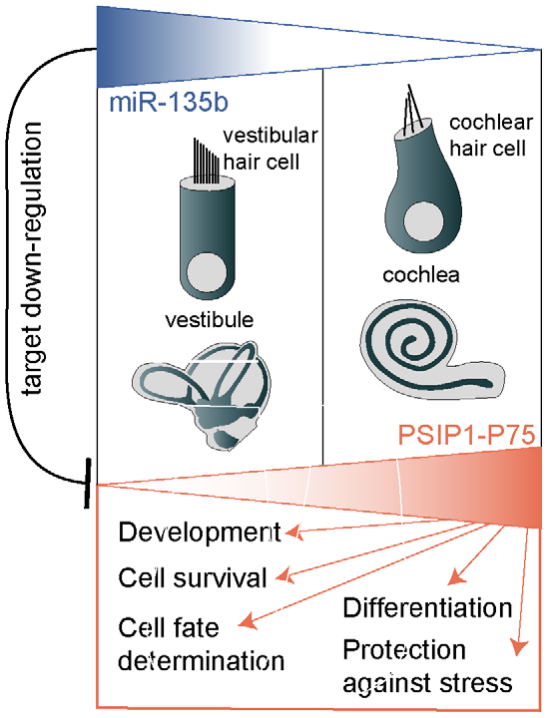
Schematic representation of a possible role of miR-135b in the inner ear. miR-135b (blue) is expressed in the vestibular hair cells, whereas no expression is detected in the cochlear hair cells. miR-135b down-regulates PSIP1-P75 (red) expression in the vestibular hair cells while its expression remains relatively high in the cochlear hair cells. Due to this differential expression, PSIP1-P75 regulates (red arrows) different process in the cochlear hair cells and only to a lesser extent in the vestibular hair cells. These processes include development, differentiation, cell fate determination, cell survival and protection against stress.

In this work we found evidence for the functional importance of many previously unknown inner ear sensory epithelia miRNAs. We reason that miRNAs differentially expressed between the cochlear and vestibular sensory epithelia may participate in regulating the cellular identities of these tissues and maintaining their distinct morphology and function. Using our target analysis approach, we were able to identify both miRNA targets affected at the mRNA level and ones only affected at the protein level. Significantly, the identification of a bona-fide miRNA-target pair, miR-135b and PSIP1-P75, predicts a role for this pair in inner ear cell survival, protection against stress, differentiation, cell fate determination and development, and may explain differences in regeneration of vestibular vs. cochlear hair cells.

## Materials and Methods

### Animal handling

All procedures involving animals met the guidelines described in the National Institutes of Health Guide for the Care and Use of Laboratory Animals and have been approved by the Animal Care and Use Committees of Tel Aviv University (M-07-061 and M-08-026).

### Dissection approach

For miRNA, mRNA and protein expression profiling, as well as the qRT-PCR and western blot analysis, cochlea and vestibular sensory epithelia were dissected from P2 wild type C3H mice and collected separately. The vestibular epithelia consisted of the saccule, utricle and the lateral and anterior cristae. Both the cochlear and vestibular sensory epithelia were dissected with their underlying mesenchyme and attached neurons. Altogether three pools of each tissue type were collected consisting of cochlear or vestibular sensory epithelia dissected from 10 to 12 inner ears.

### Microarrays and bioinformatics analysis

For miRNA expression profiling, dissections were conducted as described above. Small RNA-containing total RNA was extracted from samples using the miRVana™ miRNA isolation kit (Ambion). RNA quality was assessed using a nano-range bioanalyzer (Agilent Technologies). miRNA microarrays, produced using an oligonucleotide probe library (miRCURY LNA array ready to spot) purchased from Exiqon, were a kind gift from Dr. Noam Shomron. Five micrograms of sample RNA were directly labeled with either Hy3 or Hy5 using the miRCURY LNA array labeling kit (Exiqon). Hybridization and washing of the microarray slides were performed as recommended by Exiqon. In order to overcome the difficulty of variations in spotted arrays, three biological repeats were performed, each with two technical repeats (dye swaps). Scanning was performed using an Agilent DNA microarray scanner. The SpotReader software (Niles Scientific) was used to generate raw intensity data. The array data was normalized such that the average intensity in each sample was the same. For each experiment color-swap technical replicates were averaged and a single sample *t*-test analysis was performed to extract differentially expressed genes. A miRNA was considered detected if the spot intensity was at least two standard deviations above background in at least two of the samples.

For mRNA profiling, dissections were as detailed above. Total RNA was extracted using a standard Trizol protocol. RNA was DNAseI treated (Qiagen), resuspended and quality assessed using a nano-range bioanalyzer (Agilent Technologies). RNA was then amplified using the Affymetrix two-cycle kit and hybridized to the Affymetrix GeneChip® MOE 430 2.0 arrays as previously described [41], [54], [55]. Three biological experiments were conducted, each with three replicates. Expression levels were computed using the robust multiarray average (RMA) method (implemented in the BioConductor package). To remove systematic biases among the chips, they were normalized using the quantile normalization scheme. To filter out probe sets whose corresponding genes are not expressed in the analyzed samples, Presence flags were computed according to Affymetrix MAS5 method. Probe sets that got no 'Present' calls were filtered out, leaving 29,636 probe sets for subsequent analysis. Multiple testing was accounted for by correcting the p-values using the Benjamini-Hochberg method to control for the false discovery rate (FDR). Hierarchical clustering with average linkage was performed using Expander [56]. GO analysis on differentially expressed genes was performed using a hypergeometric test, and corrected for multiple testing using the Benjamini-Hochberg FDR method.

The gene expression dataset reported in this publication is MIAME compliant and was deposited in the NCBI's Gene Expression Omnibus (GEO) database, NCBI [**57**] (GEO series accession number GSE23081).

### qRT-PCR

For qRT-PCR analysis of miRNAs expression in the inner ear, dissections were conducted as detailed in the dissection approach. For miR-135b regulation analysis in shRNA transfected Cal51 cells, transfected cells were lysed and frozen at -80°C. Small RNA-containing total RNA was extracted from samples using either the miRVana™ miRNA isolation kit (Ambion) or the miRNeasy Mini Kit (Qiagen). Specific miRNA and U6B RNA (endogenous control) were reverse transcribed using the Taqman Reverse Transcription kit (Applied Biosystems) and their expression was measured using the Taqman microRNA qRT-PCR kits and the ABI Prism 7900 PCR machine (Applied Biosystems). Reactions were performed as three independent experiments, each with three replicates. The miRNAs expression was normalized to the expression of U6B.

For gene expression analysis, total RNA was extracted from the separately collected epithelia using either the RNeasy Plus Mini Kit (Qiagen) or the miRNeasy Mini Kit (total RNA protocol, Qiagen). Total RNA was converted to single stranded cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qRT-PCR was performed using Taqman Gene Expression Assay for *Psip1* and either *Tbp* or *RPLP0* and the 2X Universal PCR Master Mix (Applied Biosystems). Three experiments were performed, each in triplicates.

### Quantitative protein profiling and mass spectrometry

Mass spectrometry was performed at the Smoler Proteomics Center, Technion, Haifa, Israel. For quantitative protein profiling, cochlear and vestibular sensory epithelia were dissected and collected as described in dissection approach. Each pool consisted of either cochlear or vestibular sensory epithelia collected from 50 to 60 inner ears. Proteins were extracted using a standard Trizol protocol. Protein pellets (50 µg each) were resuspended separately in 8 M urea in 100 mM ammonium bicarbonate and were reduced (10 mM DTT) and modified with 40 mM iodoacetamide. The samples were diluted to 2 M urea with water and the proteins were trypsinized with 2 µg bovine trypsin at 37°C overnight (12 to 16 h). The resulted peptides were cleaned on disposable Silica-C18 tip (Harvard) and resuspended in 100 mM Hepes (pH 7.3). The iTRAQ™ Reagent (Applied Biosystems) was brought to room temp and then mixed with ethanol (30∶70). After vortexing and spinning, each one of the reagents was transferred to one sample tube. The tubes were incubated at room temperature for 1 h. The two iTRAQ™ reagent-labeled samples were combined, cleaned on C18 and resuspended in 0.1% formic acid. 60 µg of the combined labeled peptides were separated in an on-line two dimensional chromatography experiment (MuDPiT). First the peptides were loaded on 15 mm of BioX-SCX column (LC Packing) and eluted with 8 salt steps of 0, 40, 100, 150, 200, 300, 500 mM and 1000 mM ammonium acetate in 5% ACN and 0.1% acetic acid, pH 3. The eluted peptides were further resolved by capillary reverse-phase chromatography (75 µ ID, 30 cm fused silica capillaries, J&W self-packed with 3 µl Reprosil-Aqua C18). The peptides were eluted using a 125 min gradient (5% to 40% acetonitrile containing 0.1% formic acid) followed by a wash step of 95% acetonitrile for 15 min. The flow rate was about 0.2 µl/min and the peptides were analyzed using QTOF-Premier mass spectrometer (Waters). Mass spectrometry was performed in a positive mode using repetitively full MS scan followed by collision induces dissociation (CID) of the 3 most dominant ion selected from the first MS scan.

The mass spectrometry data was clustered, analyzed and compared using the Pep-Miner [58] and Sequest software against the mouse part of the nonredundant (nr) database (NCBI). Quantitative analysis was done using an on-house tool comparing the intensity of 114 and 115 ions in each MSMS spectrum. Only proteins with three or more peptides were considered valid for the ensuing analysis. For each peptide, the ratio between the iTRAQ label peak value and the sum of intensities was calculated. The ratio was normalized in relation to one and divided by the median of the ratios. The raw proteomic data is attached as Table S6.

### Western blot analysis

For comparison of PSIP1-P75 protein expression in the inner ear sensory epithelia dissection was conducted as described above. For miR-135b regulation analysis in shRNA transfected Cal51 cells, transfected cells were spun-down and frozen at -80°C. In both cases, proteins were extracted using NP40 supplemented with X100 protease and phosphotase inhibitors (Calbiochem and Sigma respectively) and abundance was measured using a Bradford assay (Sigma). Equal quantities of lysates were separated by 8% SDS polyacrylamide gels, and electrophoretically transferred to polyvinylidene difluoride membranes (Millipore). Proteins were analyzed by western blotting using rabbit anti-PSIP1-P75 antibody (Cell Signaling Technology) and mouse anti-HSC70 antibody (Santa Cruz Biotechnology Inc.). HSC70 loading control was used to normalize the abundance of specific proteins. Specific proteins relative quantities were calculated using the Image J software (NIH) with subsequent averaging of three separate experiments.

### *In situ* hybridization

At least three independent ISH experiments were performed with each probe, and at least 4 inner ears were included in each experiment. Inner ears of C57BL/6J new born mice were fixed in 4% paraformaldehyde (PFA). Whole mount *in situ* hybridization analysis was performed according to the Exiqon protocol with a few modifications [30]. Briefly, the tissues were incubated in hybridization solution with miRCURY LNA™ microRNA detection probes (Exiqon), at 20**–**22°C below the melting temperature of the probe. The LNA™ digoxygenin (DIG) labeled probes were detected by anti-DIG-AP (alkaline phosphatase conjugated) antibody (Roche). NTB/BCIP (Sigma) was added to develop the color reaction. The tissues were then cryosectioned to 10**–**18 µm sections using the LEICA CM3050S cryostat. The sections were mounted and imaged using the Ziess Axiovert200 M microscope.

### miRNA Target prediction and enrichment analysis

miRNA target predictions were obtained from TargetScanMouse 5.0 (http://www.targetscan.org/mmu_50/). All the conserved targets for conserved miRNA families were used for over-representation analysis, and both conserved and nonconserved targets for conserved miRNA families were used for under-representation analysis. FAME algorithm is described in detail in [23]. Briefly, TargetScan predictions are used to construct a weighted bipartite graph in which miRNAs are connected to their predicted targets. The edge weights are based on the context scores assigned by TargetScan to each miRNA target site. For each miRNA and each gene set, the total weight of the edges between the miRNA and the genes in the set is compared to the weight expected based on random perturbations of the bipartite graph, which preserve the number of miRNAs targeting each gene and the number of targets for each miRNA. This comparison is used to derive an empirical p-value for the enrichment of miRNA targets in the gene set.

### Cell culture and transfection

Cells from the Cal51 [59] and MCF-7 (HTB-22™, ATCC), breast carcinoma cell lines, were grown in DMEM supplemented with 10% FCS (Beit Haemek Biological Industries) and antibiotics (Invitrogene). For miR-135b inhibitor treatment, Cal51 cells were transfected using JetPEI reagent (Polyplus transfection™) with a pSUPER-GFP plasmid encoding either shRNAs against mouse miR-135b or negative control shRNA (Oligoengine). Cells were cultured for 48 h before selection with G418 Sulfate (Calbiochem). Transfected Cal51 cells were grown in G418 Sulfate until all non-transfected cells died, approximately a week after selection initiation. Total RNAs and proteins were extracted from transfected and selected Cal51 cells as described above. Three separate experiments were conducted.

### Luciferase reporter assay

Luc-*Psip-P75*-3′UTR was produced by subcloning the 3′UTR of *Psip1-P75* into the pGL3 vector (Promega) downstream of the luciferase gene by PCR with TCT AGAG GGA TTT CAG TGG CAT TAG AA (forward) and TCT AGA AAC TTT AAT TAA AAC AAT TTA CAC (reverse) primers. A control construct, Luc-*Psip1-P75*-M, was created by removing the sequence, complementary to the miR-135b seed, using a AGT GTC AAT GTG TAA ATT GTT TTA A phosphor-primer and a AAC TAG AAT AAT TTT TGT CCA AGT T primer and the QuikChange II Site-Directed Mutagenesis Kit (Agilent).

The luciferase reporter assay was performed as previously described [60]. Briefly, MCF-7 cells were grown in 24-well plates and transfected using JetPEI reagent (Polyplus transfection™) with either 5 ng of Luc-*Psip1-P75*-3′UTR or a mutated control, 5 ng Renilla and 0.5 µg of miR-135b (miRNA expression vector obtained as a gift from Reuven Agami, [61]). Luciferase activity was measured 72 h after transfection using the Dual-Luciferase® Reporter Assay System (Promega). Three experiments were conducted, each in triplicates.

### Immunohistochemistry

Whole mount immunohistochemistry was conducted as previously described [62]. Briefly, inner ears from C3H P2 mice were fixed overnight in 4% PFA (Electron Microscopy Sciences) in Dulbecco's phosphate-buffered saline (D-PBS) and washed in D-PBS after which further fine dissection isolation of the cochlea and vestibular sensory organs was conducted. Following permeabilization and blocking, the tissues were incubated overnight at 4°C with rabbit anti-PSIP1-P75 specific antibody (Cell Signaling) diluted in D-PBS (1∶50). Immunolabeling was visualized with an Alexa 488-conugated donkey anti-rabbit antibody (diluted 1∶500; Invitrogen), together with rhodamine phalloidin (diluted 1∶250; Invitrogen), an actin fluorescent dye. After washes, samples were mounted on glass slides using ProLong gold antifade reagent (Invitrogen). Confocal laser microscopy was carried out with a Leica TCS SP5 laser confocal microscope.

## Supporting Information

Figure S1 Relationship between differential cochlear and vestibular transcript and protein datasets. (A) Scatter plot representation of the protein cochlea to vestibule expression ratios obtained by the iTRAQ labeling and MuDPiT analysis and mRNA cochlea to vestibule expression ratios obtained from the Affymetrix microarray. Both expression ratios are plotted in a logarithmic scale. (B) Cluster dendrogram of the differentially expressed mRNA and protein datasets. (C) Intersection of the Affymetrix microarray (pink) and proteomic results (blue). Left diagram: Genes significantly up-regulated in the cochlea both on the mRNA and the protein levels. Middle diagram: Genes significantly up-regulated in the vestibule both on the mRNA and the protein levels. Right diagram: Genes up-regulated in the cochlea on the mRNA level and in the vestibule on the protein level. Fold difference of at least 30% and FDR<0.1; (**) P<0.005 versus the other tissue.
(TIF) Click here for additional data file.

Table S1 miRNA detected in cochlear and vestibular sensory epithelia.
(XLS) Click here for additional data file.

Table S2 mRNA expression profile in cochlear and vestibular sensory epithelia.

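Table S2 gives the mean expression of each differing probe set in the cochlea and the vestibule on a linear scale, with a fold. The copy used here holds the first 1998 of the 2247 rows of Table S2, 1655 higher in the vestibule and 343 higher in the cochlea, and no enrichment or set test was run on it. The ratio of its means to those of the deposited values, raised from the log2 scale, was 0.968 to 1.033.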

(XLS) Click here for additional data file.

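Table S3 pairs each enriched term with the differentially expressed genes it holds, separately for the genes higher in the vestibule and in the cochlea. In the copy used here 9 of 16 vestibular terms and 36 of 39 cochlear terms list all their genes, and the lists of the others are shortened.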

Table S3 GO 'biological process' annotations enriched in the mRNA gene sets.
(XLS) Click here for additional data file.

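Table S4 lists the proteins whose iTRAQ ratio differed by at least 1.3 between the tissues, where iTRAQ compares peptides of both tissues through isobaric mass tags read by mass spectrometry. Its ratios are of vestibule over cochlea, so that values under 1 are proteins more abundant in the cochlea. For 10 of its proteins no mRNA was measured above the filter, and 1 ratio is listed at 0.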

Table S4 Protein expression profile in cochlear and vestibular sensory epithelia.
(XLS) Click here for additional data file.

Table S5 Enriched and depleted targets in the differentially expressed mRNA and protein datasets.
(XLS) Click here for additional data file.

Table S6 Complete protein data.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

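Transcripts were measured in cochlear and vestibular sensory epithelia of mice at postnatal day 2, on 3 arrays of each tissue. The authors amplified the RNA, hybridised it to Affymetrix mouse arrays and computed log2 expression values by RMA with quantile normalization across arrays; the versions of RMA and of MAS5, which gave the Present calls, are not given in the sources used here. The deposited log2 values carry 1 decimal and run from 2.8 to 15, with a median of 5.6 to 5.7 on each array. They were used as deposited, with no further scaling. No array was a copy of another, with the same value to 1 decimal in 12.0% to 21.4% of probe sets for each pair of arrays.

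The table of probe genes used here names 1 gene for 34945 of the probe sets, several for 932 and none for 9160, control probe sets aside. For 34741 of these probe sets the symbol was updated through the Entrez number. No gene was named from a probe set with several, and 24866 of the 29636 tested probe sets carried 1 name. Present calls could not be repeated, so the filter kept the same number of probe sets by mean log2 value over all arrays, which came to a minimum of 4.68. The comparison of vestibule with cochlea was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes, two-sided), with data.table 1.17.8 for reading, and p-values were adjusted by Benjamini-Hochberg over the tested probe sets. A probe set was called at an adjusted p under 0.1 and a fold of at least 1.3. A gene counted as called in a direction where any of its probe sets was, and single values and list members are those of the brightest probe set. Correlations with the protein ratios were tested with 100000 permutations across genes, and the proteins of Table S4 with Fisher's exact test. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6. The precision is limited by the number of arrays, 3 per tissue, and confidence intervals are at 95%.

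Genes are named in the text by a fixed rule, under which fall the 10 called genes with the largest difference in each direction whose arrays do not overlap, the genes the paper names, up to 4 called members of each list with the largest differences, the called genes of Table S4 and the host genes of miRNAs. Genes named outside it are said to be chosen after their values were seen, and the values in Tables S2 to S4 had been seen when the rule and the lists were written. The 24 lists hold 466 genes, from textbook knowledge, of hair cells, cochlear hair cells, cochlear supporting cells, the tectorial membrane, otoconia, endolymph transport, melanocytes, neurons, Schwann cells, endothelium, macrophages, MHC antigen presentation, red blood cells, mesenchyme, cartilage and bone, skeletal muscle, motile cilia, dorsal otic and cochlear transcription factors, the Notch pathway, retinoid signalling, the proteasome, the cell cycle and reference genes.

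The alternatives were no filter and a stricter filter of 20000 probe sets, median centring, a second quantile normalization, a plain t-test, limma with a trend and with array weights, the replicate number as a block, each array left out in turn, an adjusted p under 0.05, no minimum fold, the mean of a gene's probe sets, leaving out probe sets with the suffixes _x_at and _s_at, and for lists an estimated correlation and fry. Added after seeing the data were a random value of up to 0.05 added to each deposited value, calling a gene of Table S4 from any of its probe sets, and the t-test at an unadjusted p under 0.01. On simulated data for this comparison, over the 29636 probe sets with 50 changed at each fold, limma recovered 1, 6, 28 and 48 of 50 at folds of 1.3, 1.5, 2 and 4 and called 6 unchanged probe sets. Far fewer probe sets were changed there than the 5747 called on the real arrays. An adjusted p under 0.1 was therefore harder to reach, so these rates may understate the recovery on the real arrays. The set test called 0 of 100 unchanged lists and 20 of 20 lists in which 10 of 20 members were raised by a fold of 2. On the real arrays, splits that mixed the tissues called 0 probe sets but took 3 to 14 of the 24 lists past this test. Each mixed split left unequal numbers of cochlear and vestibular arrays in its groups. Part of the tissue difference therefore stayed in the contrast, and part widened the spread. These splits do not show what the tests call without a tissue difference, and nor does the simulated rate for real lists. The miRNA arrays and the mass spectra are not analysed here.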

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

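The tests of the motile cilia and neuron patterns below were chosen after the medians of the lists had been seen, while the settings and left-out arrays had been planned. The paper's text reports terms of development and differentiation for both tissues in general, and Table S3 lists neuron differentiation for the cochlea and inner ear morphogenesis and sensory organ development for the vestibule, which bear on the neuronal and transcription factor genes below. The text does not discuss the following groups themselves, and each differed between the tissues past the set test with a median of at least 1 on the log2 scale. Genes of motile cilia had a median of 2.03, genes of endolymph transport 1.82, dorsal otic transcription factors 1.47 and macrophage genes 1.43, all towards the vestibule. Towards the cochlea, cochlear transcription factors had a median of -1.43, cochlear supporting cell genes -1.30 and neuronal genes -1.17. With an estimated correlation the adjusted p was 0.0535 for motile cilia, 0.293 for endolymph transport, 0.124 for macrophages and 0.0535 for cochlear transcription factors, so that the calls of these 4 lists were lost, and those of the other 3 held. The supporting cell list shares Gata3, Hes5, Prox1, Sox2 and Isl1 with the cochlear transcription factors, so these 2 are not independent. The shift of endolymph transport may reflect how much dark cell or stria vascularis tissue was dissected, which was not tested.

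Genes of motile cilia were higher in the vestibule, with Cfap52 at a log2 level of 10.27 against 6.93 and Foxj1, named after its value was seen, at 6.53 against 5.10. A larger share of hair cells in the vestibular RNA, which the paper raises for miRNAs of hair cells, stays open as a cause: the median of the cilia list lies 1.48 above that of the hair cell list (two-sided permutation p = 2.0e-05 across genes, which are not independent), but the 32 hair cell genes moved unequally, from -2.10 to 3.67, 2 of them, Gfi1 (7.93 to 11.03) and Cabp2 (6.63 to 10.30), rose by at least the median of the cilia list, and that list includes genes of the kinocilia of hair cells. Other ciliated tissue in the RNA of a single vestibular array is argued against, since the median stayed at 1.95 to 2.15 with each vestibular array left out. Ciliated tissue in the RNA of several vestibular arrays, including a pool read by more than 1 of them, and a difference between the epithelia themselves, such as in their kinocilia, stay open and were not tested; no gene of either list is on another list. With an estimated correlation the set test gives an adjusted p of 0.0535, at the upper end of a range that starts at 1.2e-23 over the alternatives.

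Neuronal genes were higher in the cochlea, with Stmn2 at a log2 level of 9.4 against 5.5 and Uchl1 at 9.77 against 6.80. Nerve tissue with its Schwann cells in the cochlear pools stays open as a cause. The Schwann cell list ran the other way, with a median of 0.58, which is 1.75 above that of the neuron list (two-sided permutation p = 8.0e-05 across genes). Its abundant genes Mbp (12.83 against 11.50) and Pmp22 (12.87 against 11.10) were higher in the vestibule. Both are myelin genes, which may follow the degree of myelination in each tissue and not the number of Schwann cells. Erbb3 of the same list, named after its value was seen, was higher in the cochlea at -0.43. The Schwann cell list therefore cannot decide this. The set test of the Schwann cell list itself was lost without cochlea replicate 2 (adjusted p = 0.112) or 3 (0.116) or vestibule replicate 1 (0.107), over a range of 0.00966 to 0.519, and the t-test called 3 of its genes towards the vestibule and 0 towards the cochlea, against 7 and 1 in limma, but its median lay between 0.45 and 0.89 under every alternative. More neurons in the RNA of a single cochlear array are argued against, since the neuron median was -1.03 to -1.28 with each cochlear array left out. A pool with more neurons read by several arrays, neurites or neurons without their Schwann cells, neuronal genes in other cells and a difference between the tissues stay open and were not tested; 1 gene of the neuron list, Isl1, is also on 2 other lists.

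Splits of the 6 arrays into 3 and 3 number 10, which is too few for a share under 0.05. The real split gave 5747 called probe sets, with a highest other of 0, 3822 called genes against 0, 15 lists past the set test against 14, and 24 called mRNAs among the proteins of Table S4 against 0, and in each case 1 split, the real one, gave a value as large. The other splits mix the tissues in unequal numbers, so that part of the tissue difference stays in their contrast and part widens their spread. Their counts are therefore not those of a comparison without a tissue difference.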

How the results depend on the processing

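The array left out in turn, the filters, scalings and tests were planned, and the added t-test at an unadjusted p under 0.01 was chosen after the results were seen. Of the values of named genes under the alternatives 2597 kept direction and side of the threshold, 3 gained the call, 6 turned and the rest lost it; of those of lists 402 kept both, 22 lost, 3 gained and 5 turned; of the counts and other values 244 stayed within their limits and 11 moved. The plain t-test gave 2193 and 1321 probe sets higher in the vestibule and the cochlea and 1619 and 886 genes, and the added t-test 1934 and 1127 probe sets and 1436 and 763 genes; the cause was not tested. The plain t-test called 3 and 0 Schwann cell genes higher in the vestibule and the cochlea, against 7 and 1 in limma, and 1 and 0 genes of cochlear hair cells, against 2 and 1. With an estimated correlation 3 lists passed the set test in place of 15: dorsal otic transcription factors, cochlear supporting cells and neurons. With 1 array left out, which leaves fewer samples, probe sets numbered 2359 to 3865 in the vestibule and 1415 to 2787 in the cochlea, with both lowest counts without vestibule replicate 1, and genes 1697 to 2839 and 918 to 1760. In the same fits 13 to 15 lists and 219 to 250 list members passed, 68 to 71 and 85 to 90 genes of the GO terms of vestibule and cochlea, 4 to 6 host genes, 16 to 21 proteins of Table S4 in the direction of their mRNA and 1 probe set of the miR-135 targets, with r from 0.363 to 0.394, rho from 0.249 to 0.324 and clustering 5 of 5. The sign turned for Arcn1 and Psip1 (-0.056 each) and the proteasome list (-0.058) after a second quantile normalization, for Psip1 with the mean of its probe sets (-0.033), for the Notch list without probe sets of the suffixes _x_at and _s_at (0.033), and for Ntrk2, which had been called, with the mean of its probe sets (-0.15); the cause was not tested. With 1 array left out Psip1 ranged from -0.05 to 0.15, with negative values without cochlea replicate 1 and vestibule replicate 3, the proteasome list from -0.05 without cochlea replicate 3 to 0.083, the Notch list from -0.083 to 0.017 and the tectorial list from -0.21 to 0.0083, the last 2 turning without cochlea replicate 2. The share of called probe sets higher in the vestibule was 55.3% with median centring and 53.3% with a second quantile normalization. With the replicate number as a block 2886 and 1796 probe sets, 2036 and 1135 genes, 15 lists, 235 list members, 4 host genes, 18 proteins of Table S4 in the direction of their mRNA and 68 and 88 genes of GO terms were called, all within 1.5 times the unblocked counts. The block ended the calls of Alas2, Anxa4, Cnmd, Dct, Egfl7, Hk1, Plin3 and Tnni1. Deviations of same-numbered arrays had correlations of 0.217, 0.153 and -5.5e-04, and 4 of 6 arrays correlated best with their own number; as 1 pair was not over 0.1, the number was not taken as a pairing, but a factor shared by some of the pairs stays open. Dim genes call for caution, since a gene whose level in 1 tissue lies near or below the filter's 4.68 may have a smaller log2 difference than its RNA. This was not tested. Among such genes named here are Mmp13 (4.23), Otop1 (3.90) and Rsph4a (3.73) in the cochlea, and Crabp1 (4.30) and Spink5 (3.73) in the vestibule. Their differences may be understated.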

Differences from the paper's values

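The t-test at an unadjusted p under 0.01, the calls from any probe set and the random value added to each deposited value were chosen after the values were seen, and all other settings before the data were examined. At the paper's thresholds the paper gives 1365 genes higher in the vestibule, against 2469 here. The counts come within 1.5 times the paper's with the stricter filter (2026), the plain t-test (1619), the replicate block (2036) and without vestibule replicate 1 (1697), 2 (1863) or 3 (1814), and not with the other planned settings. The t-test at an unadjusted p under 0.01, chosen after seeing the values, gives 1436, and it drops 145 of the paper's 1655 vestibular probe sets at hand, against 133 in limma. The paper gives 488 genes higher in the cochlea, against 1366 here. No planned setting comes within 1.5 times of it, the closest being the plain t-test at 886, and the unadjusted t-test, chosen after seeing the values, gives 763. Of the 1998 entries of Table S2 at hand 92 have a fold under 1.3, the smallest being 1.20.

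The paper gives 4 genes higher in the cochlea in both mRNA and protein, against 8 here. Without vestibule replicate 2 or 3 the count is 6, no more than 1.5 times the paper's, and under the other planned settings it is not. The paper gives 0 genes with mRNA higher in the vestibule and protein higher in the cochlea, against 3 here, Hk1, Nid2 and Plin3, and no setting gives 0. The paper's own tables hold 2 of these cases, since Table S2 lists the mRNAs of Nid2 (3.28 times) and Plin3 (1.33 times) as higher in the vestibule and Table S4 both proteins as higher in the cochlea. Calling a gene from any of its probe sets, chosen after seeing the values, reaches the paper's 14 genes higher in the vestibule at both levels, against 11 in the main fit and 10 to 13 under the planned settings, but gives 12 for the cochlea. The paper predicts PC4, the protein of Sub1, as a target of miR-135b. It reports significant enrichment of mir-135 targets only among genes higher in the cochlea in protein alone. Its text gives no mRNA result for Sub1. Here 1 of the 2 probe sets of Sub1 was called higher in the cochlea (-0.53). The brightest was not (-0.20), nor were the probe sets of Psip1 and Arcn1.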

Other observations

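The test of skeletal muscle in 1 cochlear array was chosen after the result was seen. Pigment cell genes were higher in the vestibule for 8 of 12 members, with the melanosome genes Pmel at 2.27 and Mlana at 1.93 and the channel gene Trpm1 at 1.73, Oca2 (-1.70) and Met (-0.73), both named after their values were seen, were higher in the cochlea and 2 did not pass (9 and 2 passed when adjusted over the list alone). The set test gave an adjusted p of 0.0165, which was lost with the stricter filter (0.0851) and with an estimated correlation (0.209), over a range from 0.00253. Of 13 cartilage and bone genes 7 were higher in the vestibule, with Ibsp and the aggrecan gene Acan (1.30), 3 in the cochlea, Epyc, Matn1 (-3.93) and Cnmd (-0.47, named after its value was seen), and 3 did not pass; the median was 0.53 (0.23 with the stricter filter and 0.35 with the mean of probe sets or without cochlea replicate 3) and the mean -0.08, the counts adjusted over the list alone were the same, and the set test gave 0.476. Cnmd lost its call without cochlea replicate 1 (-0.48, adjusted p = 0.141) or 2 (-0.33, where its fold fell under the minimum) and vestibule replicate 1 (-0.48, 0.173), 2 (-0.43, 0.200) or 3 (-0.48, 0.167). Of 6 red blood cell genes 3 were higher in the vestibule, 1, Tal1 (-1.10), in the cochlea and 2 did not pass (the same when adjusted over the list alone; set test adjusted p = 0.410). The 3 were Hbb-b2 (0.70), which lost its call with the mean of its probe sets (0.35) and without those of suffix _x_at and _s_at (0), Alas2 (0.87), which lost it without cochlea replicate 1 (0.87, adjusted p = 0.128) or vestibule replicate 1 (0.90, 0.132), 2 (0.85, 0.133) or 3 (0.85, 0.142), and Slc4a1 (0.43, and 0.70 with the mean of its probe sets), which lost it without vestibule replicate 2 (0.40, 0.131) or 3 (0.40, 0.137).

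None of 31 proteasome genes, 20 cell cycle genes and 9 reference genes was called in limma, and none by the t-test; at an unadjusted p under 0.05 the counts were 0, 1 and 1, all towards the vestibule, and no member passed when adjusted over the list alone. Their medians were 0.03, 0.10 and 0.23, over ranges of -0.06 to 0.08, 0.03 to 0.23 and 0.13 to 0.33 under the alternatives, with set test adjusted p-values of 0.804, 0.683 and 0.320; the set test's own direction for the proteasome was the cochlea, its median turned after a second quantile normalization (-0.06) and without cochlea replicate 3 (-0.05), and fry gave 0.0104 for the reference genes. Among the genes the paper names as references, Hspa8 stood at 0.13, Tbp at 0.23 and Rplp0 at 0.07, none of them past the threshold.

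Of 11 genes that host miRNAs of the paper's array 9 were measured, and 5 were called, each in the direction the paper gives for its miRNA: Lemd1, Mest (1.07) and Egfl7 (0.47) towards the vestibule, Slit2 (-0.67) and Trpm3 (-1.03) towards the cochlea. With all 6 arrays none was called against its miRNA, and Slit3, Ptprn, Ptprn2 and Tmem245 did not pass. Slit3 was called in the direction of its miRNA without cochlea replicate 1 (-0.43, adjusted p = 0.0919), and Ptprn without vestibule replicate 3 (-0.42, 0.0875). Tmem245, whose miRNA the paper gives as higher in the cochlea, stood at 0.37 towards the vestibule and was called against its miRNA without cochlea replicate 2 (0.48, 0.0680). Egfl7 lost its call without cochlea replicate 3, where its fold fell under the minimum (0.33, 0.0645), and without vestibule replicate 1 (0.48, 0.155), 2 (0.48, 0.140) or 3 (0.43, 0.184). With all 6 arrays Egfl7 lost it after a second quantile normalization, in the plain t-test and with the replicate number as a block.

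Muscle tissue in cochlea replicate 2 alone is a candidate source of the shift of the skeletal muscle list, since its set test gave an adjusted p of 0.0767 without that array, over a range of 8.5e-04 to 0.254, and a median of -0.13. For the 3 called genes this is argued against, because 3 were still called without it, Des at -0.68, Myl1 at -1.93 and Tnni1 at -0.53. In the cochlea these genes were read at 6.5, 6.6 and 6.0, and the list shares no gene with another list; whether muscle lay in the other cochlear pools was not tested.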
